# Canonical Wnt signaling is involved in switching from cell proliferation to myogenic differentiation of mouse myoblast cells

**DOI:** 10.1186/1750-2187-6-12

**Published:** 2011-10-05

**Authors:** Shingo Tanaka, Kumiko Terada, Tsutomu Nohno

## Abstract

**Background:**

Wnt/β-catenin signaling is involved in various aspects of skeletal muscle development and regeneration. In addition, Wnt3a and β-catenin are required for muscle-specific gene transcription in embryonic carcinoma cells and satellite-cell proliferation during adult skeletal muscle regeneration. Downstream targets of canonical Wnt signaling are *cyclin D1 *and *c-myc*. However both target genes are suppressed during differentiation of mouse myoblast cells, C2C12. Underlying molecular mechanisms of β-catenin signaling during myogenic differentiation remain unknown.

**Results:**

Using C2C12 cells, we examined intracellular signaling and gene transcription during myoblast proliferation and differentiation. We confirmed that several Wnt signaling components, including *Wnt9a, Sfrp2 *and *porcupine*, were consistently upregulated in differentiating C2C12 cells. Troponin T-positive myotubes were decreased by *Wnt3a *overexpression, but not *Wnt4*. TOP/FOP reporter assays revealed that co-expression with *Wnt4 *reduced *Wnt3a*-induced luciferase activity, suggesting that Wnt4 signaling counteracted Wnt3a signaling in myoblasts. FH535, a small-molecule inhibitor of β-catenin/Tcf complex formation, reduced basal β-catenin in the cytoplasm and decreased myoblast proliferation. K252a, a protein kinase inhibitor, increased both cytosolic and membrane-bound β-catenin and enhanced myoblast fusion. Treatments with K252a or Wnt4 resulted in increased cytoplasmic vesicles containing phosphorylated β-catenin (Tyr654) during myogenic differentiation.

**Conclusions:**

These results suggest that various Wnt ligands control subcellular β-catenin localization, which regulate myoblast proliferation and myotube formation. Wnt signaling via β-catenin likely acts as a molecular switch that regulates the transition from cell proliferation to myogenic differentiation.

## Background

Wnt signaling plays key roles in stem cell maintenance and adult tissue homeostasis [1,2]. In addition, Wnt signaling controls cell proliferation and differentiation, as well as organized cell movements and tissue polarity establishment. Wnt signaling dysregulation can induce degenerative and cancerous disorders. The Wnt signaling pathway has gained attention as a potential therapeutic target for cancer treatment, as well as research interest in regenerative medicine and stem cell biology.

Members of the Wnt family are involved in various stages of skeletal muscle development and regeneration [3]. *Wnt1 *and *Wnt3a *expression in the developing neural tube initiate myogenic differentiation in dorsal and medial somites [4,5]. *Wnt3a *overexpression significantly decreases terminally differentiated myogenic cells and causes chick limb malformation by inhibiting chondrogenesis [6,7]. In chick embryos, *Wnt4 *is expressed in developing limbs, particularly in the central elbow region and joint interzones of the wrist-forming region [8]. *Wnt4 *overexpression induces muscle satellite cell markers *Pax7 *and *MyoD*, and increases skeletal muscle mass in chick embryos [9]. *Wnt5a *and *Wnt11 *have been implicated in varying the number of fast and/or slow myofiber types; *Wnt5a *increases and decreases, the number of slow and fast myofibers, respectively, whereas *Wnt11 *has a reversion activity on myofiber specification [6]. Compared to the characterization of these Wnt ligands, intracellular Wnt signaling cooperation during skeletal muscle development and homeostasis is not fully understood.

Wnt family proteins consist of two subfamilies based on downstream intracellular signaling. The canonical Wnt pathway stabilizes β-catenin and activates target genes via TCF/Lef transcription factors. Other Wnt pathways are independent of β-catenin signaling and known as non-canonical Wnt pathways that include stimulation of intracellular Ca2^+ ^release and activation of phospholipase C and protein kinase C. Non-canonical signaling pathways also activate G proteins, RhoGTPases and c-Jun N-terminal kinase (JNK). A recent studies showed that the β-catenin pathway is inhibited by Ror that contains extracellular immunoglobulin (Ig)-like, frizzled-like cysteine-rich, kringle, cytoplasmic tyrosine kinase and proline-rich domains [10]. Ror2 negatively regulates the β-catenin pathway at the TCF-mediated transcription level and activates JNK [11]. The Wnt/Ror pathway is considered to be involved in non-canonical pathways.

Previously, we demonstrated that *Wnt4 *overexpression increases skeletal muscle mass in chick embryos [9]. Wnt4 signaling pathway involvement in skeletal muscle development has been debated, although the level of involvement is dependent on the cell type and context of other regulatory influences. Indeed, Wnt4 can function via the canonical Wnt/β-catenin signaling pathway [12], whereas Wnt4 is mediated by JNK in frog eye and human kidney development [13-15]. While Wnt4 functions are well defined, the underlying mechanisms that regulate expression remain largely unknown.

In this study, we investigate Wnt signaling during differentiation of C2C12 cells that can differentiate into contractile myotubes under a low-serum condition [16]. We use microarray analysis to identify the expression profile of Wnt signaling components during myoblast differentiation. In addition, several Wnt members were overexpressed in C2C12 cells to assess their roles in myoblast differentiation. We also examined small-molecule inhibitor effects on Wnt signaling to evaluate β-catenin/TCF complex and membrane-bound β-catenin involvement in regulating cell proliferation and myoblast differentiation.

## Results

### Expression of Wnt signaling molecules during myogenic differentiation of C2C12 cells

Mouse mesenchymal C2C12 cells can differentiate into muscle cells under a low-serum condition [16]. 

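C2C12 cells, a mouse myoblast line that forms multinucleated myotubes in low serum, were compared between proliferation medium (day 0, n = 4) and days 2 and 4 of culture in differentiation medium (n = 3 each). Transcripts of 84 Wnt pathway genes were measured by SYBR Green real-time PCR on a 96-well array. It also held 5 housekeeping genes (Gusb, Hprt1, Hsp90ab1, Gapdh and Actb) and 7 control wells. The legend of Figure 1 gives 3 independent experiments, whereas day 0 has 4 replicates. It is not stated whether the 4 were separate cultures. The authors deposited the raw threshold cycle (Ct) of every well in each replicate, where an earlier cycle means more template. A Ct later than 35 cycles, or a well with no product, was set to 35. The mean Ct of the 5 housekeeping genes of the same replicate was subtracted to give ΔCt. A change of −ΔCt is thus a log2 fold change. The mean housekeeping Ct was 17.6 ± 0.79 (SD, n = 4) at day 0, 17.8 ± 0.35 (SD, n = 3) at day 2 and 18.0 ± 1.20 (SD, n = 3) at day 4. Between 70 and 73 of the 84 genes came before 35 cycles in each replicate of day 0, 70 to 76 at day 2 and 69 to 75 at day 4. Wnt2, Wnt3, Wnt3a, Wnt7a, Wnt8a, Wnt8b and Wnt11 were among 13 genes that did not come before 35 cycles in every replicate of any day and were not tested. For each pair of days, the genes before 35 cycles in every replicate of at least 1 of the days compared were tested. The test was limma in a fit of all 10 replicates, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Tests, alternatives and 12 lists of genes grouped by role were fixed before the data were examined. The paper's own tables of fold differences for these genes had then been seen. A pooled-variance test of each gene on 2 to the power of −ΔCt was among these alternatives. The same test on ΔCt was added after seeing the data. Relative to the housekeeping genes, the median log2 fold change of the tested genes was 0.65 at day 2 and 0.80 at day 4. With the mean of the array genes that came before 35 cycles in every replicate as the reference, these medians were -0.050 and -0.097. That reference is made of 66 of the tested genes themselves, so medians near 0 follow from the centring. It takes these genes to have no net change, and calls under it are relative to their average. The reverse transcription control, an external RNA carried through cDNA synthesis, came at 29.2 cycles in replicate 3 of day 2 and 30.0 cycles in replicate 3 of day 4, against 20.0 to 22.2 cycles in the other 8 replicates.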

Using real-time PCR, we investigated the expression of endogenous Wnt signaling components before and after C2C12 cell differentiation. Expression profiles of cells cultured in proliferation medium were used as controls for comparisons to the second and fourth days of culture in differentiation medium.

*Wnt9a, Wnt10a *and *Wnt6 *expression increased up to day 4, while *Wnt2b*, *Wnt4 *and *Wnt5a *expression reached a maximum at day 2 (Figure 1). 

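Wnt9a and Wnt10a, secreted ligands of the Wnt family, had the largest rises among the Wnt genes. Wnt9a was 9.37-fold higher at day 2 (log2 fold change 3.23, standard error 0.49, adjusted p = 0.000394 from limma) and 10.2-fold higher at day 4 (log2 fold change 3.35, adjusted p = 0.000212). Wnt10a rose by 2.86 on the log2 scale at day 2 (adjusted p = 0.000388) and by 2.97 at day 4 (adjusted p = 0.000198). Wnt6 rose by 1.76 (adjusted p = 0.0152) and 2.10 (adjusted p = 0.00408). Wnt2b and Wnt4 rose at day 2, by 1.19 (adjusted p = 0.00432) and 1.16 (adjusted p = 0.0251), while their day 4 values of 0.59 (adjusted p = 0.0794) and 0.46 (adjusted p = 0.291) did not pass the test. Wnt5a lay near the limit of detection, before 35 cycles in 1 of 4 replicates at day 0, 3 of 3 at day 2 and 0 of 3 at day 4. Its day 2 value of 0.84 did not pass (adjusted p = 0.189), and at day 4 it was not tested against day 0. With 3 of 4 day 0 replicates set to 35 cycles, the day 2 value is a lower bound. Its fold of 1.79 was 7.2 with a limit of 40 cycles. With one of 33 cycles all its day 0 and day 2 replicates are past the limit, and the fold of 1.12 reflects the housekeeping genes alone. Between day 2 and day 4 none of these genes passed the test. The values were 0.12 for Wnt9a, 0.11 for Wnt10a and 0.35 for Wnt6. With 1 replicate left out in turn they turned, over -0.24 to 0.60, -0.14 to 0.54 and -0.27 to 0.79, and with the array genes' mean as the reference Wnt9a (-0.070) and Wnt10a (-0.080) turned too, as did Wnt10a without Actb. Relative to day 2, the day 4 values were -0.60 for Wnt2b (adjusted p = 0.534), -0.70 for Wnt4 (adjusted p = 0.582) and -0.61 for Wnt5a (adjusted p = 0.664). With all 3 day 4 replicates of Wnt5a set to 35 cycles, its day 4 level is an upper bound. Its difference ran over -1.30 to -0.20 with 1 replicate left out. With a limit of 33 cycles all its day 2 and day 4 replicates are past the limit, and the value of 0.24 is the housekeeping difference alone. All 3 day 4 replicates of Wnt2b and of Wnt4 were below every day 2 replicate (two-sided exact permutation p = 0.10, the smallest that 3 replicates against 3 allow). The day 2 call of Wnt4 was lost without day 0 replicate 1 or 4 or any 1 of the day 2 replicates (adjusted p up to 0.0763) and that of Wnt6 without day 2 replicate 2 or 3 (up to 0.0643). Wnt6 and Wnt9a at day 2 also did not pass the adjusted pooled-variance test. In that test on ΔCt, Wnt4 and Wnt6 did not pass after adjustment, and Wnt9a did. Without day 2 replicate 1 the day 2 value of Wnt6 was 2.37. Without day 4 replicate 1, Wnt2b passed at day 4 (0.87, adjusted p 0.0148 to 0.339 over the alternatives, 2 of them chosen after seeing the data). Relative to the mean of the array genes, Wnt9a and Wnt10a passed at both days and the other calls did not (Wnt2b 0.49, Wnt4 0.46 and Wnt6 1.06 at day 2, Wnt6 1.21 at day 4), and the day 4 values of Wnt2b and Wnt4 turned to -0.30 and -0.43.

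**Figure D1:**
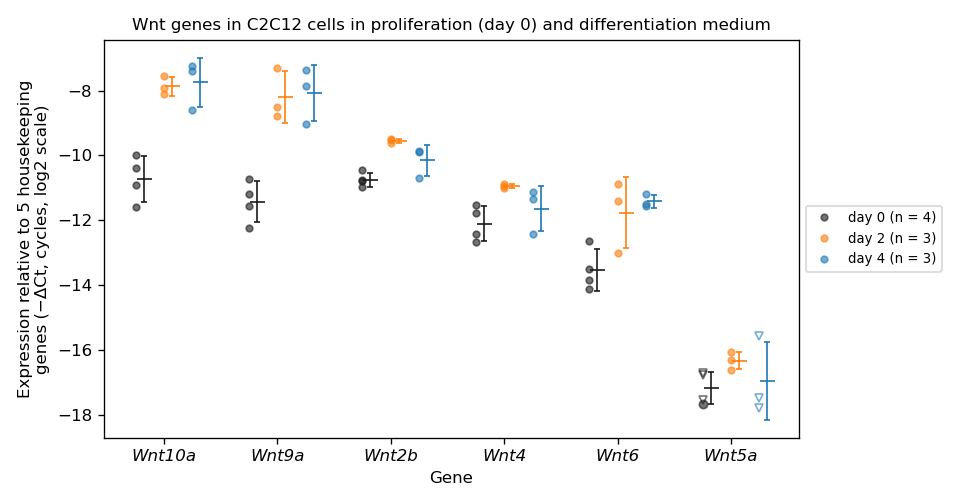
Expression of Wnt genes relative to the 5 housekeeping genes (−ΔCt in cycles, a log2 scale, on the y axis) for each gene on the x axis at day 0 (n = 4), day 2 (n = 3) and day 4 (n = 3), with points for replicates and bars for the mean and SD. Open triangles are replicates set to 35 cycles, and so upper bounds, which for Wnt5a are 3 of 4 replicates at day 0 and 3 of 3 at day 4.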

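The levels of the Wnt ligands Wnt10a, Wnt9a, Wnt2b, Wnt4, Wnt6 and Wnt5a, in the paper's order, were compared within each of the 6 replicates of days 2 and 4. That order leaves out other tested ligands. Mean ΔCt at days 2 and 4 was 11.4 and 11.4 cycles for Wnt5b and 11.6 and 12.1 for Wnt7b. These lay near Wnt4 (10.9 and 11.6) and Wnt6 (11.8 and 11.4). Wnt16 (13.4 and 13.2) lay between Wnt6 and Wnt5a (16.3 and 17.0). Wnt9a was above Wnt2b in 6 of 6 replicates, by 1.72 ± 0.72 cycles (SD, n = 6). Wnt2b was above Wnt4 in 6 of 6, by 1.44 ± 0.17 cycles (SD, n = 6), and Wnt6 above Wnt5a in 6 of 6, by 5.05 ± 1.12 cycles (SD, n = 6). Wnt10a was above Wnt9a in 4 of 6, by 0.33 ± 0.38 cycles (SD, n = 6). Between Wnt4 and Wnt6 the order differed from replicate to replicate, with Wnt4 higher in 2 of 3 at day 2 and 1 of 3 at day 4 (0.31 ± 1.01 cycles, SD, n = 6). In a two-sided exact sign-flip permutation test, the first 3 steps each gave p = 0.0312, the smallest that 6 replicates allow, and 0.0521 after Benjamini-Hochberg adjustment over the 5 steps, above the threshold. The step from Wnt10a to Wnt9a gave an exact p of 0.125 (adjusted 0.156) and that from Wnt4 to Wnt6 an exact p of 0.625, and without day 2 replicate 1 the latter difference turned to -0.059 cycles. Wnt5a was set to 35 cycles in 3 of the 6 replicates, so that its distance from Wnt6 is a lower bound. All these differences take the primer pairs as equally efficient. At day 0, which was not part of this comparison, Wnt2b was on average above Wnt9a, with ΔCt of 10.7 ± 0.21 and 11.4 ± 0.64 cycles (SD, n = 4).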

Net expression levels of Wnt members were as follows in descending order: Wnt10a > Wnt9a > Wnt2b > Wnt4, Wnt6 > Wnt5a. This expression pattern was consistent with the expression of downstream signaling molecules involved in non-canonical Wnt signaling. 

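Of 7 effectors of non-canonical Wnt pathways on the array, 6 were tested. At day 4, 3 of them rose (Dvl1, Dvl2 and Daam1), also 3 when adjusted over the list alone, and none fell. Of all tested genes, 32 of 70 rose at day 4 and 28 of 71 at day 2. The day 4 share is thus not particular to this list. At day 2, 1 rose (Dvl1) and none fell, and 0 passed in limma when adjusted over the list alone. At that day 1 gene of the list had an unadjusted p under 0.05 in limma, and the pooled-variance test called 0 after adjustment and 1 before it. At day 4 that test called 0 after adjustment and 2 before it, and on ΔCt 0 and 1, so that none of Dvl1, Dvl2 and Daam1 passed it after adjustment. Dvl1, a dishevelled protein that acts in canonical as well as non-canonical signaling, rose by 1.01 on the log2 scale at day 2 (adjusted p = 0.0362 from limma) and by 1.37 at day 4 (adjusted p = 0.00673). Dvl2, its paralog, had a day 2 value of 0.79 (adjusted p = 0.145) and rose by 1.20 at day 4 (adjusted p = 0.0296). Daam1, a formin that binds dishevelled, had a day 2 value of 0.16 (adjusted p = 0.64) and rose by 0.78 at day 4 (adjusted p = 0.0459). Jun, a transcription factor activated by JNK, did not pass the test at either day. With the mean of the array genes as the reference, none of Dvl1, Dvl2 and Daam1 passed (0.48, 0.31 and -0.11 at day 4). Calls were lost for Dvl1 at day 2 without day 0 replicate 1 or 2 or any 1 of the day 2 replicates (adjusted p up to 0.132), for Dvl2 at day 4 without day 0 replicate 1 or 4 or day 4 replicate 2 or 3 (up to 0.116) and for Daam1 at day 4 without day 0 replicate 2, 3 or 4, any 1 of the day 2 replicates or any 1 of the day 4 replicates (up to 0.14).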

Among transmembrane receptors, *frizzled2 *and *frizzled8 *were expressed during early differentiation stages compared with those of *frizzled1*, *frizzled4 *and *frizzled*5. 

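Among the Frizzled genes, which encode the receptors of Wnt ligands, Fzd8 and Fzd2 had larger values at day 2 than at day 4, and Fzd1, Fzd4 and Fzd5 the reverse. Fzd8 rose by 2.85 on the log2 scale at day 2 (adjusted p = 0.00287 from limma) and by 2.05 at day 4 (adjusted p = 0.0134). Fzd2 rose by 2.09 (adjusted p = 0.000867) and 1.81 (adjusted p = 0.00184). Fzd5 rose by 1.32 (adjusted p = 0.00404) and 2.26 (adjusted p = 7.43e-05), and Fzd1 by 1.72 (adjusted p = 0.000867) and 2.08 (adjusted p = 0.000198). Fzd4 had a day 2 value of 0.60 (adjusted p = 0.199) and rose by 1.01 at day 4 (adjusted p = 0.0373). Tested between day 2 and day 4, the differences of Fzd8 (-0.80, adjusted p = 0.652), Fzd2 (-0.28, adjusted p = 0.805), Fzd1 (0.36), Fzd4 (0.42) and Fzd5 (0.93, adjusted p = 0.348) did not pass. That of Fzd8 was -0.17 without day 4 replicate 1. Of the 8 Frizzled genes, 6 rose at day 2 and 5 at day 4 and none fell. The counts adjusted over the list alone were also 6 and 5, and the adjusted pooled-variance test called 3 at each day. The day 2 count includes Fzd3 (0.71, adjusted p = 0.0454), lost without day 0 replicate 1, 2 or 3, any 1 of the day 2 replicates or day 4 replicate 3 (up to 0.19), and Fzd7 (2.10, adjusted p = 0.0377), lost without day 0 replicate 1 or 4 or any 1 of the day 2 replicates (up to 0.147). Lrp6, a co-receptor of canonical Wnt signaling, rose by 0.80 at day 2 (adjusted p = 0.0172) and by 1.15 at day 4 (adjusted p = 0.00184). Its paralog Lrp5 rose by 1.15 (adjusted p = 0.038) and 1.10 (adjusted p = 0.0436). Fzd8 was set to 35 cycles in 1 of 4 replicates at day 0, so that its rises are lower bounds, and its day 4 value was 2.68 without day 4 replicate 1. With a limit of 33 cycles its folds of 7.21 and 4.13 were 4.48 and 2.56. Fzd8 and Lrp5 at both days and Fzd4 at day 4 did not pass the adjusted pooled-variance test. Against the mean of the array genes, Fzd1, Fzd2 and Fzd8 at day 2 and Fzd1 and Fzd5 at day 4 passed and the other calls did not, and the day 2 value of Fzd4 turned to -0.10. At day 4, calls were lost for Fzd8 without day 4 replicate 2 or 3 (adjusted p up to 0.0695), for Fzd4 without day 0 replicate 2, 3 or 4, day 2 replicate 2 or day 4 replicate 2 or 3 (up to 0.179) and for Lrp5 without day 0 replicate 1 or 4, any 1 of the day 2 replicates or day 4 replicate 2 or 3 (up to 0.17). At day 2 they were lost for Lrp6 without any 1 of the day 2 replicates (up to 0.0831) and for Lrp5 without day 0 replicate 1 or 4, any 1 of the day 2 replicates or day 4 replicate 3 (up to 0.147).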

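Fosl1, a Fos family transcription factor and target of β-catenin/TCF, fell by 2.15 on the log2 scale at day 2 (standard error 0.28, adjusted p = 0.000162 from limma) and fell by 2.59 at day 4 (adjusted p = 2.21e-05). Myc, which drives proliferation, fell by 1.17 at day 2 (adjusted p = 0.0305), and its day 4 value of -0.77 did not pass (adjusted p = 0.119). Tle2, a Groucho-type co-repressor of TCF, rose by 2.27 at day 2 (adjusted p = 0.00287) and by 2.14 at day 4 (adjusted p = 0.0028). Ctnnb1, which encodes β-catenin, rose by 0.94 (adjusted p = 0.038) and 1.14 (adjusted p = 0.0138). Tcf7, a TCF/LEF factor, passed at neither day (0.10, adjusted p = 0.721, and 0.44, adjusted p = 0.169). Apc, a scaffold of the β-catenin destruction complex, had a day 2 value of 0.30 (adjusted p = 0.498) and rose by 0.90 at day 4 (adjusted p = 0.0436). Of 7 co-repressors and inhibitors of β-catenin/TCF, 1 rose at day 2 (Tle2) and 2 at day 4 (Tle2 and Ctbp1), against 1 and 1 when adjusted over the list alone, and none fell. Scaled to the mean of the array genes, Fosl1 and Myc passed at both days (Myc -1.66 at day 4, with an adjusted p of 0.00284 to 0.315 over the alternatives, 2 of them chosen after seeing the data) and Tle2 at day 2 only, Ctnnb1 and Apc passed at neither, and Tcf7 (-0.60 and -0.45) and the day 2 value of Apc (-0.40) turned negative. At day 2, calls were lost for Myc without day 0 replicate 1 or 4 or any 1 of the day 2 replicates (adjusted p up to 0.121) and for Ctnnb1 without day 0 replicate 1 or 4, any 1 of the day 2 replicates or day 4 replicate 3 (up to 0.146), and Tcf7 turned to -0.042 without day 0 replicate 3. At day 4 they were lost for Ctnnb1 without day 4 replicate 2 or 3 (up to 0.0645), for Apc without day 0 replicate 2, 3 or 4, any 1 of the day 2 replicates or any 1 of the day 4 replicates (up to 0.163) and for Ctbp1 without day 0 replicate 1 or 4, any 1 of the day 2 replicates or day 4 replicate 2 or 3 (up to 0.163). Myc and Ctnnb1 at day 2 and Apc and Ctbp1 at day 4 did not pass the adjusted pooled-variance test.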

For canonical Wnt signaling target genes, *fosl1 *and *c-myc *expression were decreased, while *Tle2*, a negative regulator of canonical signaling, was increased compared with those of *β-catenin (Ctnnb1), TCF7 *and *Apc*. 

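Ccnd1, which encodes cyclin D1 of the G1 phase, fell by 1.11 on the log2 scale at day 2 (standard error 0.32, adjusted p = 0.0172 from limma) and fell by 1.09 at day 4 (adjusted p = 0.0138). Ccnd3, which encodes cyclin D3, rose by 1.93 at day 2 (standard error 0.26, adjusted p = 0.000162) and by 2.31 at day 4 (adjusted p = 2.75e-05). Gsk3b, a kinase of the β-catenin destruction complex, rose by 0.81 at day 2 (adjusted p = 0.0251) and by 1.30 at day 4 (adjusted p = 0.00183). With the array genes' mean as the reference, Ccnd1 (-1.80 and -1.99) and Ccnd3 (1.23 and 1.42) passed at both days and Gsk3b at neither (0.11 and 0.41). The call of Ccnd1 was lost without day 2 replicate 1 at day 2 (adjusted p = 0.0717) and without day 4 replicate 3 at day 4 (adjusted p = 0.0608), and in the adjusted pooled-variance test at both days. That of Gsk3b at day 2 was lost without day 0 replicate 2 or any 1 of the day 2 replicates (adjusted p up to 0.0838).

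**Figure D2:**
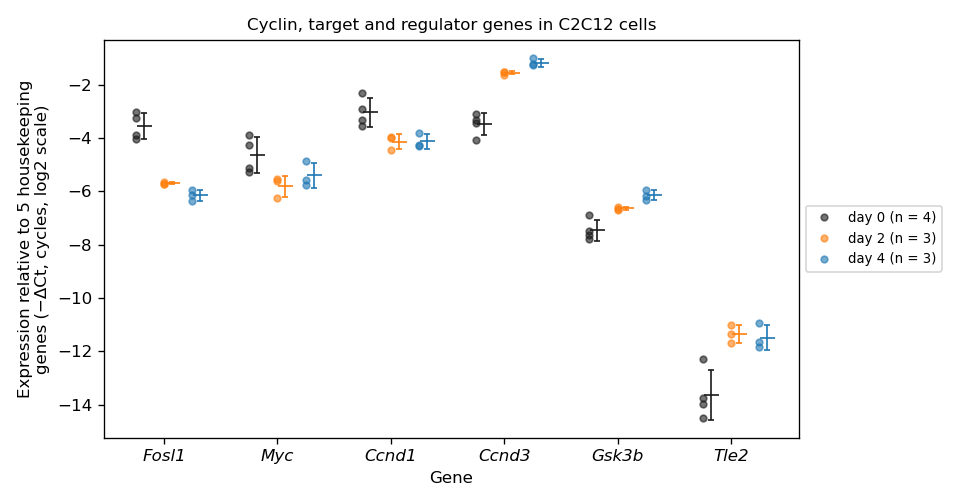
Expression of Fosl1, Myc, Ccnd1, Ccnd3, Gsk3b and Tle2 relative to the 5 housekeeping genes (−ΔCt in cycles, a log2 scale, on the y axis) for each gene on the x axis at day 0 (n = 4), day 2 (n = 3) and day 4 (n = 3), with points for replicates and bars for the mean and SD. All 3 replicates of day 2 and of day 4 lie below every day 0 replicate for Fosl1 and above every day 0 replicate for Ccnd3.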

*Cyclin D1 *and c-*myc *expression decreased, while *cyclin D3 *and *Gsk3β *increased during differentiation [17]. This was consistent with a report that describes Gsk3β regulation of cyclin D1 degradation and subcellular localization [18]. We also found that *porcupine (Porcn) *expression was 13-fold and 19-fold higher at days 2 and 4, respectively, compared with those of cells in a proliferative state (Additional files 1, 2, 3). 

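Porcn had the largest rise of the tested genes at both days, 13.7-fold at day 2 (log2 fold change 3.77, standard error 0.33, adjusted p = 5.38e-06 from limma) and 20.0-fold at day 4 (log2 fold change 4.32, standard error 0.33, adjusted p = 1.9e-06). Every replicate of day 2 and of day 4 was above every replicate in proliferation medium (two-sided exact permutation p = 0.0286 at each day, the smallest that 3 replicates against 4 allow). Relative to the mean of the array genes, the log2 fold changes of Porcn were 3.07 and 3.43.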

*Porcn *encodes an *O-*acyltransferase involved in lipid modification of Wnt proteins in the endoplasmic reticulum. Thus, *Porcn *upregulation indicated that Wnt protein transport and secretion was stimulated during myoblast differentiation. 

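The Porcn transcript came 9.13 ± 0.45 cycles (SD, n = 4) after the mean of the housekeeping genes in proliferating cells, 5.36 ± 0.13 cycles (SD, n = 3) after it at day 2 and 4.81 ± 0.59 cycles (SD, n = 3) after it at day 4. Between day 2 and day 4, Porcn had a value of 0.55 on the log2 scale that did not pass the test (adjusted p = 0.643 from limma), with 2 of 3 day 4 replicates above every day 2 replicate.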

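Most of the Wnt pathway genes that changed were higher in differentiation medium relative to the housekeeping genes. At day 2, 32 of 71 tested genes changed, 28 higher and 4 lower (Fosl1, Myc, Ccnd1 and Foxn1). At day 4, 34 of 70 changed, 32 higher and 2 lower (Fosl1 and Ccnd1). Of 6 transducers that carry the Wnt signal from the receptors, 2 rose at day 2 (Dvl1 and Frat1, an inhibitor of Gsk3) and 4 at day 4 (Dvl1, Dvl2, Frat1 and Csnk2a1, a catalytic subunit of casein kinase 2), none fell, and the counts adjusted over the list alone were also 2 and 4. The adjusted pooled-variance test called 0 transducers at day 2 and 2 at day 4. Between day 2 and day 4, 1 of 70 tested genes changed by limma (Foxn1), 4 had an unadjusted p under 0.05, and the pooled-variance test called 3 after adjustment and 15 before it. No member of the 12 lists passed limma between these days, also when adjusted over the list alone. There 1 Frizzled gene, 1 TCF or co-activator gene and Kremen1, a Dickkopf receptor, had an unadjusted p under 0.05. Kremen1 was lower at day 4 (-0.80, unadjusted p = 0.0481 from limma), and the co-receptors Lrp5 and Lrp6 did not pass. The pooled-variance test called Kremen1 and 1 transducer gene after adjustment. Relative to the mean of the array genes, 19 genes changed at day 2 (10 higher, 9 lower) and 16 at day 4 (8 higher, 8 lower), of which 14 and 10 are among those called relative to the housekeeping genes. Centring on genes that are themselves tested favours such a balance. Without day 2 replicate 1, 2 or 3, the number changed at day 2 was 19, 15 or 18, and without both replicates with a late reverse transcription control, a choice made after seeing the data, it was 13 at day 2 and 23 at day 4.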

Wnt signaling downstream also dynamically changed toward non-canonical pathways following myogenic differentiation.

**Figure 1:**
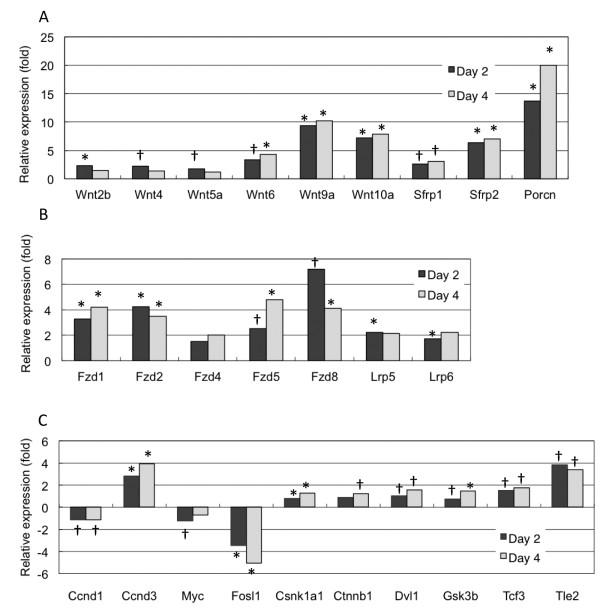
**Endogenous Wnt signaling component expression during myogenic differentiation of C2C12 cells**. Wnt signaling molecule expression was measured by quantitative RT-PCR. After 2 or 4 days culture in differentiation medium, cells were harvested, total RNA prepared and relative gene expression quantified by real-time PCR as follows: (A) wingless-related MMTV integration, *Wnt*; secreted frizzled-related protein, *Sfrp*; and porcupine, *Porcn*. (B) frizzled, *Fzd*; and low density lipoprotein receptor-related protein, *Lrp*. (C) cyclin D, *Ccnd*; myelocytomatosis oncogene, *Myc*; fos-like antigen 1, *Fosl1*; casein kinase 1, alpha 1, *Csnk1a1*; catenin, beta 1, *Ctnnb1*; dishevelled 1, *Dvl1*; glycogen synthase kinase 3 beta, *Gsk3b*; transcription factor 3, *Tcf3*; and transducin-like enhancer of split 2, *Tle2*. Day 2 and 4 time points were normalized to expression levels at day 0. Data are from three independent experiments, *P < 0.005 and † P < 0.05.

### Wnt-4 enhances myogenic differentiation of C2C12 cells and antagonizes the canonical Wnt signaling pathway

Next, we evaluated myogenic differentiation induced by Wnt family members. Expression plasmids containing *Wnt3a*, *Wnt4*, *Wnt5a*, *Wnt6*, *Wnt7a*, *Wnt9a *and *Wnt10a *cDNAs were transfected into C2C12 cells. Differentiation was determined by troponin T immunostaining. Although transfection efficiency as indicated by HA-tag immunostaining was ~10%, troponin T expression in *Wnt4*-transfected cells was 3.5-fold higher compared with that of the control (Additional file 4). Troponin T expression was also significantly increased with *Wnt6*, *Wnt7a *and *Wnt9a *overexpression, but not *Wnt3a*, *Wnt5a *and *Wnt10a*. Similar results were also obtained with immunostaining, when skeletal muscle myosin heavy chain was used as a marker protein in place of troponin T (data not shown).

DNA transfection by cationic liposomes is generally less effective compared with that of recombinant virus infection concerning proportion of the cells expressing HA-tagged Wnt proteins. Therefore, we evaluated myogenic activity using a recombinant adenovirus encoding *Wnt3a*, *Wnt4 *and *Wnt5a*. 

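In the uninfected C2C12 cells of the array, the Wnt3a and Wnt5a transcripts lay below 10% of Wnt4 in every replicate, each ratio taken from the Ct difference within the replicate. For Wnt3a they were 3.39% ± 2.49 (SD, n = 4) of Wnt4 at day 0, 1.33% ± 0.339 (SD, n = 3) at day 2 and 3.8% ± 2.43 (SD, n = 3) at day 4. For Wnt5a they were 3.56% ± 2.29 (SD, n = 4), 2.39% ± 0.404 (SD, n = 3) and 3.1% ± 2.16 (SD, n = 3). The highest ratio of any replicate was 6.05%, at day 0. Wnt3a was set to 35 cycles in all replicates except 1 of day 4, and Wnt5a in 3 of 4 at day 0 and 3 of 3 at day 4, so that these ratios, except those of Wnt5a at day 2, are upper bounds. With a limit of 33 cycles all are bounds, 13.6%, 5.34% and 12.4% for both genes. They take the primer pairs as equally efficient, and no test was made.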

Within the *Wnt *family, we selected *Wnt3a*, *Wnt4 *and *Wnt5a*, because these *Wnts *exhibit significantly varying biological activities in chick embryos [6-9], although endogenous expression levels of *Wnt3a *and *Wnt5a *in C2C12 cells was less than one-tenth of *Wnt4 *(Additional files 2, 3). C2C12 cells cultured in 24 well plates were infected by the recombinant adenovirus with a multiplicity of infection of 400, because C2C12 cells lack coxsackie and adenovirus receptor expression. Under these conditions, uniform weak expression of the transgene was usually detected at 48 h post-infection. Troponin T immunostaining showed that *Wnt4*-overexpressing cells expressed troponin T and differentiated into myofibers (Figure 2). However, cells that overexpressed *Wnt3a *showed decreased troponin T staining and poor differentiation compared with that of the control expressing *eGFP*. *Wnt5a *overexpression did not significantly affect myoblast differentiation and myofiber formation. *Wnt3a *overexpression significantly reduced troponin T-positive cells in proliferation and differentiation medium (Figure 3A). However, *Wnt4 *overexpression significantly increased troponin T-positive cells in proliferation medium. In differentiation medium, *Wnt4 *overexpression enhanced myotube formation as indicated by fused multinuclear troponin T-positive cells (Figure 3B). *Wnt5a *overexpression demonstrated no effect on C2C12 differentiation under identical conditions.

**Figure 2:**
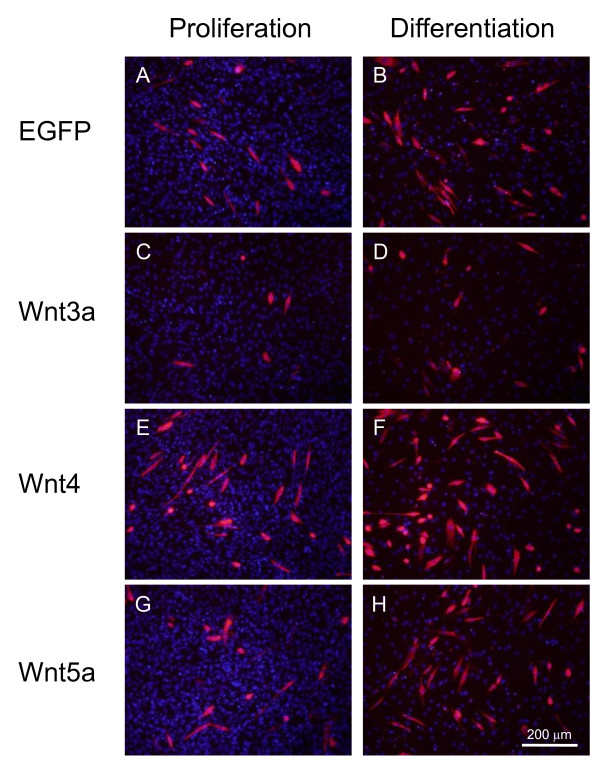
**Wnt4 promotes myogenic differentiation of C2C12 cells**. Expression constructs of Wnt family members in adenovirus vector were transfected into C2C12 cells and myogenic differentiation was determined by troponin T immunostaining after 2 days culture in differentiation medium, which commenced 24 h post-transfection.

**Figure 3:**
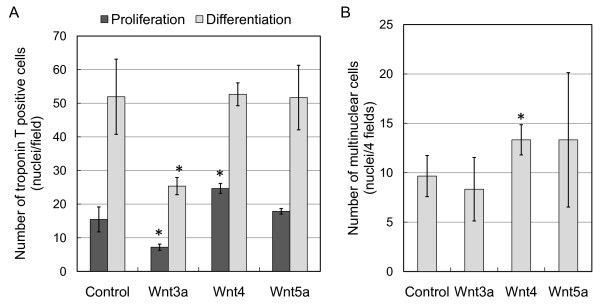
**Wnt4 promotes myogenic differentiation and induces fusion of C2C12 cells**. (A) Troponin T expression after 3 day culture in proliferation or differentiation medium with recombinant adenoviruses expressing *Wnt3a*, *Wnt4*, *Wnt5a *or *eGFP *(control). Cell numbers are the means and standard deviations of three independent experiments performed in triplicate, *P < 0.01 vs. control. (B) Differentiated myotubes were evaluated by counting nuclei within fused multinucleated cells expressing troponin T. Four fields in triplicate cultures were used for counting fused cells cultured under a differentiation condition, *P < 0.04 vs. control.

A scratch wound-healing assay was performed to examine proliferation and migration of cells overexpressing *Wnt3a*, *Wnt4 *and *Wnt5a*. After 48 h post-transfection, C2C12 cell monolayers were scratched to remove cells along the middle of the culture plate surface. Then, cell migration was monitored by time-lapse video microscopy (Additional files 5, 6, 7, 8). Cellular migration of *Wnt5a*-expressing cells was nearly identical to that of control cells expressing enhanced green florescent protein *(eGFP)*, while *Wnt4*- and *Wnt3a*-expressing cells showed decreased migration to 69% and 77%, respectively (Figure 4). Although we observed cell migration in the scratch assay, we could not detect any differences between *eGFP *and *Wnt5a *transgenes during regeneration of the cells at the wound edges.

**Figure 4:**
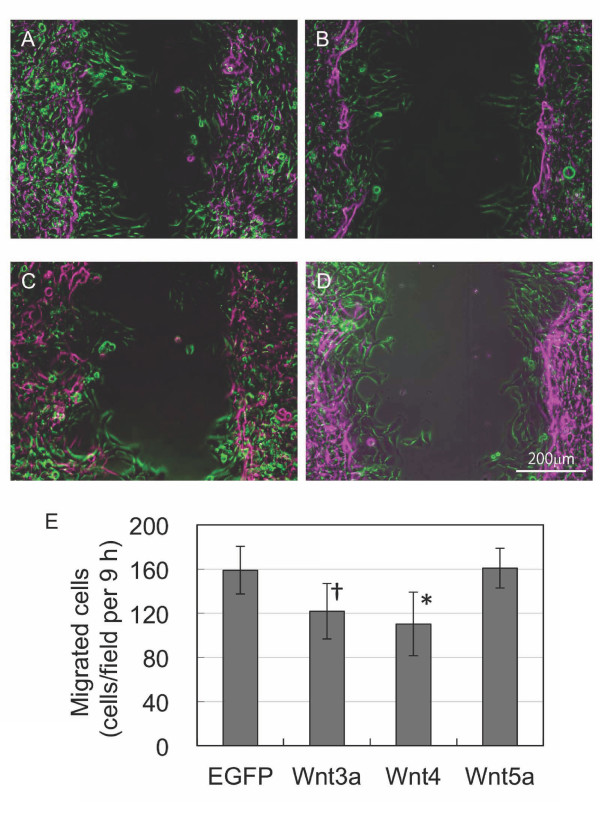
**Effect of Wnt expression on cell migration**. A scratch test was used to determine C2C12 cell proliferation and migration. Cell numbers were counted over 9 h, and mobility was monitored by time-lapse microscopy. Phase contrast images at 0 h (purple) and 9 h (green) were merged to show the migration of C2C12 cells expressing *eGFP *(A), *Wnt3a *(B), *Wnt4*(C) and *Wnt5a *(D). (E) Summary of cell numbers counted over 9 h (cells/field) with n = 3 for control, Wnt3a and Wnt4, and n = 4 for Wnt5a. *P < 0.01; † P < 0.02 vs. eGFP.

We then examined whether Wnt4 mediated myogenesis induction by canonical or non-canonical signaling using a TOP/FOP reporter assay in C2C12 cells under a proliferative condition. *Wnt4 *and *Wnt3a *reporter constructs were transfected into C2C12 cells and luciferase activity was determined at 24 h post-transfection. Although *Wnt3a *significantly elevated reporter activity, *Wnt4 *did not show increased activity above FOP (Figure 5A). However, *Wnt4 *coexpressed with *Wnt3a *showed 47% inhibition. Weak inhibition was observed when *Wnt5a *was coexpressed with *Wnt3a *(Figure 5B). These results indicated that Wnt4 suppressed canonical Wnt signaling mediated by the β-catenin/TCF complex and promoted myogenic differentiation. This observation was consistent with down-regulated *cyclin D1 *and *c-myc *in differentiating myoblasts, both of which are direct targets of the β-catenin/TCF complex.

**Figure 5:**
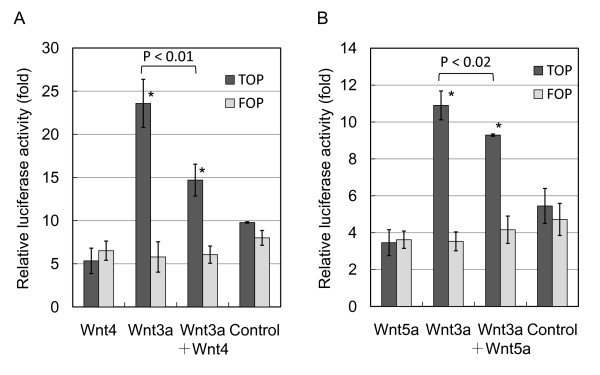
**Wnt4 reduces Wnt-3a-induced transcriptional activity in myoblasts**. Reporter assays were performed using TOP/FLASH and FOP/FLASH (luciferase assay) in C2C12 cells. *Wnt3a *significantly increases luciferase activity in TOP over FOP. (A) *Wnt4 *has no effect on luciferase activity, whereas *Wnt4 *inhibits *Wnt3a *activity. (B) *Wnt5a *poorly inhibits *Wnt3a *activity. Bars are the means of four independent experiments. *P < 0.01 between TOP and FOP; P < 0.01 between *Wnt3a *and *Wnt3a *+ *Wnt4 *in TOP; P < 0.02 between *Wnt3a *and *Wnt3a *+ *Wnt5a *in TOP.

### β-Catenin is a molecular switch between C2C12 cell proliferation or differentiation

Wnt4, represented by luciferase activity, inhibited transcriptional activation via β-catenin/TCF. In HEK-293T cells, Wnt4 relocates β-catenin to the cell membrane [19]. We observed subcellular β-catenin localization by immunohistochemistry in C2C12 cells cultured in proliferation and differentiation medium (Figure 6). Under a proliferative condition, β-catenin was predominantly localized in the cytoplasm. β-Catenin was also localized within the nucleus of round proliferating cells and weak β-catenin was coexpressed with differentiation marker troponin T (Figure 6E). This observation coincided with changing morphology to flattened multinucleated cells. In differentiation medium, cellular β-catenin accumulated in the membrane and nuclei as differentiation proceeded into myotubes (Figure 6B,F).

**Figure 6:**
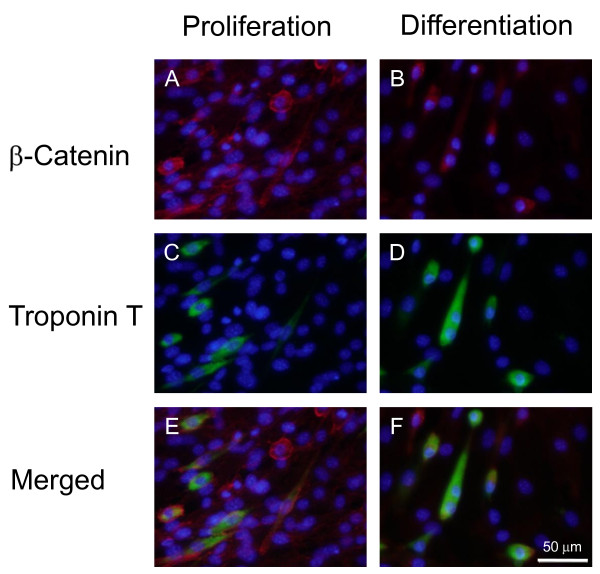
**Localization of β-catenin and troponin T in proliferative and differentiating C2C12 cells**. C2C12 cells cultured in proliferation and differentiation medium were double immunostained for β-catenin (A, B; red) and troponin T (C, D; green), and counterstained with DAPI (blue). Immunofluorescent images with various filters are merged (E, F).

Small-molecule inhibitors of Wnt signaling have been developed for human cancer therapy and allow manipulation of intracellular signaling to decrease cell proliferation and induce differentiation or apoptosis [20]. To investigate Wnt signaling and β-catenin during C2C12 myoblast differentiation, we used chemical inhibitors FH535, GW9662 and K252a to observe troponin T expression and subcellular β-catenin localization by immunohistochemistry (Figure 7) and western blotting (Figure 8). FH535 interferes with β-catenin/Tcf complex formation, whereas GW9662 is structurally similar to FH535 but does not interfere with complex formation. K252a is a Trk kinase inhibitor, which phosphorylates β-catenin at tyrosine 654 [21,22]. FH535 and GW9662 did not affect myoblast differentiation at 1 μM, although FH535 exhibited cytotoxicity at concentrations > 10 μM (Figure 9). K252a dose-dependently increased troponin T-positive cells and promoted myoblast fusion, as reported elsewhere [21]. Subcellular β-catenin localization was determined by western blot analysis of cytoplasmic and membrane extracts from proliferative and differentiating C2C12 cells (Figure 9). FH535 increased the cytosolic level of β-catenin in proliferation medium, but decreased basal β-catenin in differentiation medium (Figure 8A, B). In contrast, K252a increased cytosolic and membrane-bound β-catenin during myogenic differentiation (Figure 9B).

**Figure 7:**
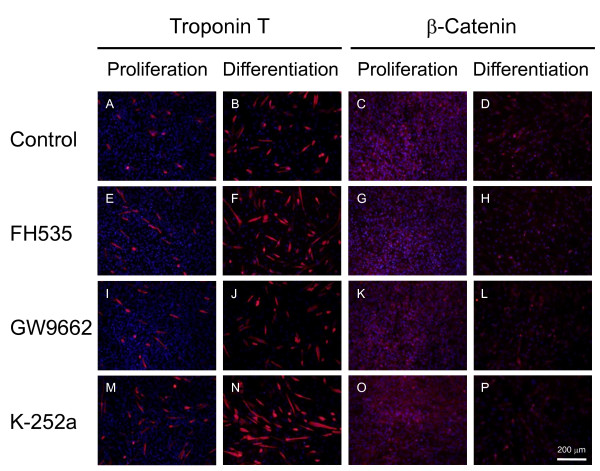
**Effect of small-molecule inhibitors on C2C12 cell proliferation and differentiation**. C2C12 cells were cultured without inhibitors (A-D) and with 1 μM FH535 (E-H), 1 μM GW9662 (I-L) and 3.6 nM K-252a (M-P), then immunostained with anti-troponin T (A, B, E, F, I, J, M, N) and anti-β-catenin (C, D, G, H, K, L, O, P) antibodies. FH535 interferes with β-catenin/Tcf complex formation, whereas GW9662 is structurally similar to FH535, but does not interfere with complex formation. K252a is a Trk kinase inhibitor, which phosphorylates β-catenin at tyrosine 654.

**Figure 8:**
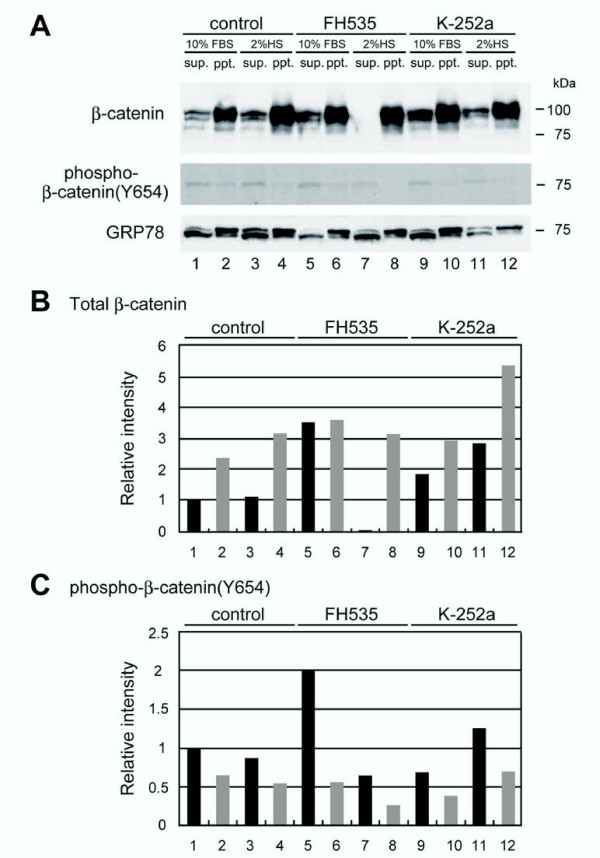
**FH535 and K252a alter total and phospho-β-catenin (Y654) in C2C12 cells**. (A) Western blots of cytosolic and membrane fractions from C2C12 cells treated with FH535 and K-252a using antibodies against total cellular-β-catenin (upper panel) and phosphorylated β-catenin (lower panel). GRP78 indicates loading control. (B, C) Relative levels of total and phosphorylated β-catenin in cytosolic (black) and membrane (grey) fractions were calculated as the β-catenin/GRP78 ratio. Band intensities are relative to the control cell values in the cytosolic fraction and defined as 1.0. Similar results were obtained in three independent experiments.

**Figure 9:**
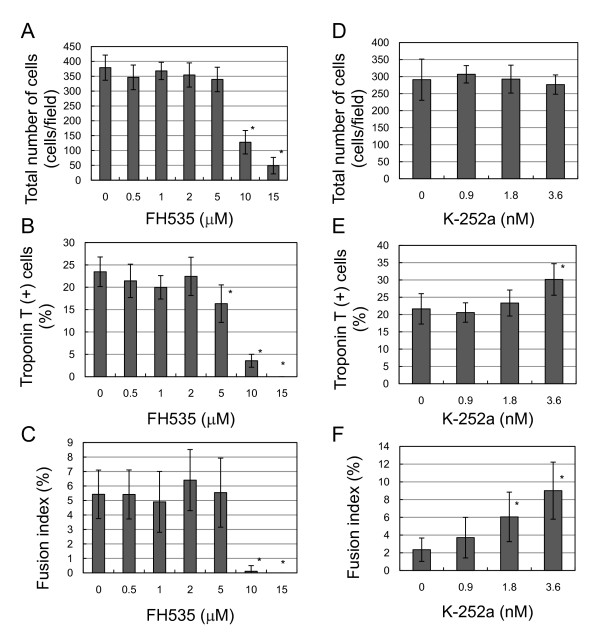
**Effect of FH535 and K252a on C2C12 cell proliferation and differentiation**. C2C12 cells were cultured with or without various FH535 and K252a concentrations followed by troponin T immunostaining. Total cell numbers are the counted DAPI-stained nuclei and the fusion index is the percentage of multinucleated cells among troponin T-positive cells. *P < 0.001 vs. absence of inhibitors.

Next, we analyzed β-catenin phosphorylation at residue Y654 during myoblast proliferation and differentiation. Proliferation medium supplemented with FH535 increased phospho-β-catenin (Y654) by 2-fold, but decreased phospho-β-catenin to less than half in differentiation medium (Figure 8C). In contrast, K252a-supplemented proliferation medium decreased phospho-β-catenin (Y654) as anticipated, but increased phosphorylated β-catenin and total β-catenin in differentiation medium. This observation was consistent with the immunohistochemical analysis. K252a treatment in differentiation medium caused cytosolic accumulation of small vesicles containing phospho-β-catenin (Y654) (Figure 10A,B). Together with western blot data, these results suggested that K252a increases total β-catenin in C2C12 cells. Simultaneously, β-catenin may be phosphorylated at tyrosine 654 by a kinase that was not inhibited by K252a and induced in differentiation medium via serum starvation.

**Figure 10:**

**Wnt family members differentially regulate β-catenin phosphorylation and subcellular localization in C2C12 cells**. (A-D) C2C12 cells were cultured with or without K252a, and then phospho-β-catenin (Y654) was immunostained. K252a caused an accumulation of vesicles containing phospho-β-catenin (Y654) in C2C12 cells. (E-L) *Wnt3a*, *Wnt4 *and *Wnt5a *are overexpressed in C2C12 cells by adenovirus-mediated gene transfer. After 2 day culture in differentiation medium commencing 24 h post-transfection, subcellular phospho-β-catenin (Y654) localization was determined by immunostaining. (M-T) C2C12 cells expressing *eGFP*, *Wnt3a*, *Wnt4 *and *Wnt5a *were immunostained with anti-pan-β-catenin antibodies. Cytoplasmic β-catenin is elevated with *Wnt3a *expression in proliferation medium and maintained at a higher level in differentiation medium, whereas nuclear and membrane-bound β-catenin is increased with *Wnt4 *expression.

C2C12 cells overexpressing *Wnt3a*, *Wnt4 *and *Wnt5a *were stained with the same monoclonal antibody to determine cellular phospho-β-catenin in differentiation medium. Consistent with troponin T expression, decreased vesicles containing phospho-β-catenin (Y654) were observed in *Wnt3a*-overexpressing cells cultured in differentiation medium, whereas *Wnt4*- and *Wnt5a*-overexpressing cells contained increased vesicles compared with that of the control cells expressing *eGFP *(Figure 10F, H, J, L).

Lastly, we analyzed localization of β-catenin within cells overexpressing *Wnt3a*, *Wnt4 *and *Wnt5a*. *Wnt3a *overexpression resulted in an elevated cytoplasmic β-catenin level in both proliferation and differentiation mediums (Figure 10O, P). In contrast, *Wnt4 *and *Wnt5a *overexpression showed an increase in nuclear and membrane-bound β-catenin levels (Figure 10Q, R, S, T). Collectively, our results suggested that Wnt family members differentially regulate β-catenin phosphorylation and subcellular localization. Moreover, β-catenin is required to maintain cell proliferation and acts as a molecular switch that regulates myogenic differentiation.

## Discussion

Wnt/β-catenin signaling is essential for skeletal muscle development and regeneration. Wnt signals via β-catenin are necessary to induce muscle-specific gene transcription in P19 embryonic carcinoma cells [23]. Canonical Wnt signaling also promotes muscle satellite-cell proliferation in response to skeletal muscle injury [24]. The β-catenin/TCF complex binds *cyclin D1 *and c-*myc *promoters, and increases expression in carcinoma cells. However, β-catenin/TCF target gene expression is decreased in differentiating C2C12 myoblast cells. 

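Of 8 canonical Wnt target genes on the array, 3 fell at day 2 (Fosl1, Myc and Ccnd1) and 1 rose (Ccnd3), while at day 4, 2 fell (Fosl1 and Ccnd1) and 2 rose (Ccnd3 and Wisp1). The counts adjusted over the list alone were the same, 3 lower and 1 higher at day 2 and 2 lower and 2 higher at day 4. Wisp1, a secreted matricellular protein, had a day 2 value of 0.69 (adjusted p = 0.0691 from limma, called without day 0 replicate 1) and rose by 1.31 on the log2 scale at day 4 (adjusted p = 0.00292). Jun passed at neither day (0.51 at day 2 and 0.12 at day 4). Scaled to the mean of the array genes, Fosl1, Myc, Ccnd1 and Ccnd2 passed as lower at both days and only Ccnd3 as higher. Wisp1 then did not pass (-0.0062 and 0.41), and Jun turned to -0.19 and -0.78.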

C*yclin D1, c-myc *and *fosl1 *down-regulation as well as a compensating *cyclin D3 *elevation suggest pathway switching from β-catenin dominant signaling to other pathways. 

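In proliferating cells Ccnd1 came 3.03 ± 0.54 cycles (SD, n = 4) and Ccnd3 3.49 ± 0.42 cycles (SD, n = 4) after the mean of the housekeeping genes. After 4 days of differentiation these distances were 4.13 ± 0.28 cycles (SD, n = 3) for Ccnd1 and 1.18 ± 0.15 cycles (SD, n = 3) for Ccnd3. Of the 3 D-type cyclins, which drive entry into the cell cycle, 1 rose and 1 fell at each day, with 1 and 1 also when adjusted over the list alone. Ccnd2, the third, had values of -0.36 (adjusted p = 0.305 from limma) at day 2 and 0.070 (adjusted p = 0.814) at day 4. Against the mean of the array genes, Ccnd2 passed as lower at both days (-1.06 and -0.82). From the lower Ccnd1, Myc and Fosl1 and the higher Ccnd3, the paper proposes that the cells switch from signaling dominated by β-catenin to other pathways.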

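Of the 17 Wnt ligands on the array, 10 were tested at day 2 and 9 at day 4. At day 2, 5 rose (Wnt2b, Wnt4, Wnt6, Wnt9a and Wnt10a), and at day 4, 3 did (Wnt6, Wnt9a and Wnt10a). None fell, and the counts adjusted over the list alone were also 5 and 3. At day 2, all 3 replicates of Wnt2b, Wnt9a and Wnt10a were above every day 0 replicate, each with a two-sided exact permutation p of 0.0286. Wnt4 gave an exact permutation p of 0.0571, with 3 of 3 replicates above every day 0 replicate, and Wnt6 one of 0.0857, with 2 of 3. At day 4, 3 of 3 replicates of Wnt6, 2 of 3 of Wnt2b and 2 of 3 of Wnt4 were above every day 0 replicate, with exact permutation p-values of 0.0286, 0.0857 and 0.343. Wnt5b, another ligand of the family, did not pass at day 2 (-0.47, adjusted p = 0.348 from limma) or at day 4 (-0.47, adjusted p = 0.313). Nor did Wnt7b (-0.44 at day 2 and -0.95 at day 4, the latter called without day 0 replicate 4). Scaled to the mean of the array genes, Wnt5b passed as lower at both days (-1.17 and -1.36) and Wnt7b at day 4 (-1.84).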

We demonstrated that Wnt family members, including *Wnt2b*, *Wnt4*, *Wnt6*, *Wnt9a*, and *Wnt10a*, are significantly elevated following myogenic differentiation of C2C12 cells. Within the Wnt family, *Wnt4*, *Wnt6*, *Wnt7a*, and *Wnt9a *induce myogenic differentiation following transient overexpression in C2C12 cells, whereas *Wnt3a*, *Wnt5a*, and *Wnt10a *do not affect troponin T expression. *Wnt4 *overexpression optimally promotes myogenesis and antagonizes transcription mediated by β-catenin/TCF. We therefore selected Wnt3a, Wnt4 and Wnt5a to analyze canonical and/or non-canonical signaling during myogenic differentiation of C2C12 cells.

We found that Wnt4 suppresses canonical Wnt signaling mediated by the β-catenin/TCF complex and promotes myogenic differentiation. However, numerous reports indicate that activation of the Wnt/β-catenin signaling pathway increases myogenic differentiation directly or indirectly [24-30]. One possible explanation may be that canonical Wnt signaling maintains proliferation of myoblast and progenitors, such as satellite cells and reserve cells, and subsequently induces myogenic differentiation. Indeed, canonical Wnt signaling downstream targets *cyclin D1 *and *c-myc *are suppressed during myoblast differentiation [17] (Figure 1). This observation is consistent with *c-myc *overexpression in C2C12 cells resulting in inhibition of myoblast fusion and myotube formation [31]. Moreover, increased canonical Wnt signaling is related to skeletal muscle aging [32,33]. 

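Ccnd1 was at 0.465 times its day 0 level at day 2 and 0.469 times at day 4, and Myc at 0.444 and 0.588 times. All 3 replicates of Ccnd1 at each day, and all 3 of Myc at day 2, were below every replicate in proliferation medium, each with a two-sided exact permutation p of 0.0571. For Myc at day 4, 2 of 3 replicates were below every day 0 replicate (exact permutation p = 0.171).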

Further analyses of the cell cycle and β-catenin are required to characterize canonical Wnt signaling during myogenic differentiation.

Recent studies have shown that Wnt4 activates the canonical β-catenin pathway in C2C12 cells [30]. This difference of results may be partly due to cell culture conditions and C2C12 cell characteristics. First, the C2C12 cell cycle is not synchronized with medium replacement and various cell cycle phases are observed, as shown in Figure 6. Second, serum components in the medium may affect the results, because proliferation and differentiation of C2C12 cells is controlled by lysophosphatidic acid and cholesterol [34,35]. Third, C2C12 cell characteristics may substantially change during serial passaging. Therefore, Wnt4 could mediate either canonical or non-canonical signaling pathways and overexpression may promote myogenic differentiation of C2C12 cells. During the transition from cell proliferation to differentiation in C2C12 cells, β-catenin expression is down-regulated and troponin T expression is predominantly observed in β-catenin-negative cells (Figure 6). Therefore, β-catenin signaling may be required during early myogenic differentiation stages and unnecessary or inhibitory toward myotube formation after myogenic determination.

Functional switching from cell proliferation to myogenic differentiation is accompanied by changes in cell migration, as revealed by a scratch test analysis (Figure 4). Maintenance of an undifferentiated state with Wnt3a overexpression results in decreased migration, while transition toward myogenic differentiation further reduces migration possibly via non-canonical pathways. Wnt3a activity via the canonical pathway affects cell survival and proliferation. Additionally, Wnt3a is required for maintenance of the myoblast undifferentiated state as well as differentiation induced by Wnt4 signaling.

Our results suggest that β-catenin acts as a molecular switch between proliferation and differentiation of C2C12 cells. The β-catenin/Tcf complex is essential for C2C12 cell proliferation, and inhibition of complex formation by FH535 promotes cell death, although the detailed mechanism of FH535 inhibition is unknown at present. β-Catenin is phosphorylated by various kinases, which causes β-catenin degradation or signaling activity. K252a inhibition of Y654 phosphorylation shifts β-catenin localization from the cytoplasm to the cell membrane, which stimulates myotube formation (Figure 10). Wnt4 induces β-catenin shuttling from the nucleus to the cytoplasm and the regulatory mechanism is not known.

## Conclusions

We found that various Wnt ligands regulate differentially subcellular β-catenin localization as well as myoblast proliferation and myotube formation. These results implicate β-catenin in functional switching from cell proliferation to myogenic differentiation.

## Methods

### Plasmid construction, cell culture and transfection assay

*eGFP *cDNA was purchased from Wako Chemicals as GFP pQBI-polII. *Wnt4 *and *eGFP *cDNAs were subcloned into pcDNA3.2DEST (Invitrogen, Carlsbad, CA) for overexpression in C2C12 cells. A HA-tag was added to the *Wnt4 *C-terminal using mouse *Wnt3a *cDNA in pUSEamp (Upstate Biotechnology Inc., Temecula, CA) that contained the HA-tag sequence at the C-terminal end, after subcloning to replace the *Wnt3a *sequence with *Wnt4*. All *Wnt *cDNAs used in the present studies contained HA-tag sequence at the C-terminal end. *Wnt3aHA*, *Wnt4HA*, *Wnt5aHA*, *Wnt6HA*, *Wnt7aHA*, *Wnt9aHA*, *Wnt10aHA *and *eGFP *(Wako Chemicals, Osaka, Japan) cDNAs were subcloned into pcDNA3.2 (Invitrogen) for transfection and transient expression.

The C2C12 cell line (myoblast-like cell line from the C3H mouse) was purchased from the RIKEN Cell Bank (RIKEN, Wako, Japan) [16,36] and cultured in Dulbecco's modified Eagle's medium (D-MEM) supplemented with 10% fetal bovine serum (FBS). At 12-24 h after subculture, transfection was performed using Lipofectamine 2000 according to the manufacturer's instructions (Invitrogen). Transfected C2C12 cells were cultured in differentiation medium consisting of 2% horse serum in D-MEM to induce myogenesis.

### Real-time quantitative PCR

C2C12 cells were harvested at days 2 (n = 3) and 4 (n = 3) after replacement of proliferation medium with differentiation medium. Total RNA was extracted from C2C12 cells using ISOGEN (NIPPON GENE CO., Tokyo, Japan) according to the manufacturer's instructions. RNA was reverse transcribed into cDNA (RT^2 ^First Strand Kit, SABiosciences) and the cDNA used for quantitative PCR analysis. Wnt signaling component expression in C2C12 cells was analyzed by quantitative Real-Time RT-PCR using a SA Biosciences RT^2^Profiler™ PCR Array (http://www.sabiosciences.com/rt_pcr_product/HTML/PAMM-043A.html) and RT^2 ^SYBR Green Master Mixes. The PCR condition was 95°C for 10 min followed by 40 cycles of 95°C for 15 sec and 60°C for 1 min. Analyses were performed on an ABI Real-Time PCR System 7500 (Applied Biosystems, Foster City, CA). Data were evaluated by the ΔΔCt method against control cells cultured in proliferation medium (n = 4), using an on-line template (http://pcrdataanalysis.sabiosciences.com/pcr/arrayanalysis.php). ΔCt values were calculated by subtracting average cycle threshold (Ct) values of housekeeping genes (glucuronidase, beta, Gusb; Heat shock protein 90 alpha (cytosolic), class B member 1, Hsp90ab1; glyceraldehyde-3-phosphate dehydrogenase, Gapdh; actin, beta, Actb; and hypoxanthine guanine phosphoribosyl transferase 1, Hprt1). MIAME (Minimum Information About a Microarray Experiment) compliant array data including raw data is deposited in GEO (Gene Expression Omnibus) at NCBI [GSE30077].

### Viral vector production and treatment

Adenoviruses carrying *Wnt *cDNAs were prepared using a ViraPower adenovirus expression system (Invitrogen). Human *Wnt3a*, *Wnt4 *and *Wnt5a *cDNAs (Origene, Rockville, MD) were PCR-amplified and subcloned into a pAd/CMV/V5-DEST vector (Invitrogen) using a Gateway system with LR clonase (Invitrogen). *eGFP *cDNA was used as a control after subcloning into a pAd/CMV/V5-DEST vector. Plasmids were purified and digested with *Pac*I (New England Biolabs Japan Inc., Tokyo, Japan). Linearized plasmids (1-2 μg) were then mixed with 3 μl Lipofectamine 2000 in 200 μl Opti-MEM medium (Invitrogen) and transfected into subconfluent 293A cells (Invitrogen) cultured in 1 ml Opti-MEM in 35 mm plates (Nunc, Thermo Fisher Scientific, Yokohama, Japan). 293A cells were cultured in 100 mm plates for 2 weeks in proliferation medium that was exchanged every 3 days. Cells and medium were harvested upon cell detachment from culture plates, freeze-thawed four times and then centrifuged to obtain adenovirus-enriched supernatants. Aliquots of supernatant were added to fresh 293A cells and cultured for 2-3 days to propagate the adenovirus. After 2-fold amplification, adenovirus-containing medium was used as the virus stock. Viral titers were determined by a plaque-forming assay using 293A cells.

### Reporter assays

C2C12 cells were seeded into 24 well plates at 2.5 × 10^4 ^cells/well and cultured for 24 h. Cells were then cotransfected with 0.2 μg DNA constructs (Wnt3aHA + pcDNA3.2, Wnt4HA + pcDNA3.2, Wnt3aHA + Wnt4HA), 0.2 μg reporter plasmid (TOPFLASH, FOPFLASH) and 0.2 μg internal control pRG-TK, then cultured for a further 24 h. Luciferase activity was measured and normalized for transfection efficiency using a Dual-Glo luciferase assay system (Promega, Madison, WI). Graphs show the average of three independent experiments with normalized transfection efficiency using Rluc.

### Scratch test analysis

Scratch testing was performed using C2C12 cells transfected with *Wnt3a*, *Wnt4*, *Wnt5a *and *eGFP *in pcDNA3.2, which were cultured in 35 mm dishes. Two days after transfection, the cell monolayer was scratched using a toothpick. Cell proliferation and migration were recorded at 5 min intervals and observed for 16 h using an AQUACOSMOS image acquisition and analysis system (Hamamatsu, Japan). Initial cells counts were subtracted from the 9 h counting.

### Immunofluorescence assays

Cells were fixed in a solution of ethanol: formalin: acetic acid: H_2_O (14:2:1:6, v/v) for 10 min. After three PBS washes, cells were treated with a blocking buffer consisting of 2% goat serum, 2% skim milk, 0.2% Tween20 in Tris-buffered saline (TBS; 50 mM Tris-HCl, pH 7.5, 150 mM NaCl) for 30 min. Then, cells were incubated with anti-troponin T (MAB1487, clone TT-98, Abnova, CA), anti-β-catenin (C2206, Sigma-Aldrich) and anti-phospho-β-catenin (Y654) (ab24925, Abcam, Tokyo, Japan) antibodies at 1:40, 1:200 and 1:50 dilutions, respectively, in blocking buffer at 4°C overnight. After three TBS washes, cells were incubated with a 1:200 dilution of secondary Alexa Fluor 594 or 488-conjugated goat anti-mouse or rabbit IgG antibodies (A11032, A11037, A11029, Molecular Probes, Invitrogen) for 1 h. After a TBS wash, cell nuclei were stained with 1 μg/ml 4', 6'-diamino-2-phenylindole solution (DAPI, DOJINDO, Kumamoto, Japan). Fluorescent images were taken using All-in-One Fluorescence Microscope BZ-9000 (Keyence Japan, Osaka, Japan).

### Inhibitor assays

C2C12 cells were seeded into 24 well plates at 2.5 × 10^4 ^cells/well and cultured for 24 h. Cells were incubated in proliferation or differentiation medium with or without chemical inhibitors FH535 (1 μM), GW9662 (1 μM) and K-252a (3.6 nM).

### Western blot analysis

At 24 h post-subculture, C2C12 cell culture medium was changed to differentiation medium supplemented with FH535 (1 μM) or K-252a (3.6 nM). After 72 h, cells were harvested to prepare total protein extracts.

Cytosolic β-catenin accumulation was assayed as described elsewhere [37,38]. Protein extracts were resolved by electrophoresis in 5-20% sodium dodecyl sulfate-polyacrylamide gels. Anti-β-catenin (BD Transduction Laboratory, San Diego, CA), anti-phospho-β-catenin (Y654) (ab24925, Abcam), and anti-GPR78 (Santa Cruz) antibodies were used at 1:2000, 1:500, and 1:5000 dilutions, respectively. Proteins were detected using an ECL Plus System (Amersham Pharmacia Biotech, Uppsala, Sweden) with a 1:10 reagent dilution. Band intensities were determined using Image J software (NIH USA).

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

TN conceived and designed the experiments; ST and KT performed the experiments and analyzed the data; ST and TN prepared the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Real-time PCR analysis**. (A) Array layout of 96 well RT-PCR kit. 

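Of the 96 wells, 84 hold a gene of the Wnt pathway, 5 a housekeeping gene and 7 a control. The genomic DNA control gave a product in 1 of the 10 replicates (38.6 cycles, day 4 replicate 1). The reverse transcription control wells of a replicate differed by at most 0.306 cycles, and the positive PCR control wells by 1.32 to 2.83 cycles. Of the 89 gene symbols, 86 are current mouse symbols in the RefSeq gene table of GRCm38.p6, and 3 are listed there only as older names (Aes for Tle5, Wisp1 for Ccn4 and Hprt1 for Hprt). Tcf3, Foxn1 and Nlk are current symbols and also older names of Tcf7l1, Foxn2 and Gpi1, and the deposited values do not show which gene each well measures.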

(B) Heat map of PCR results between day 2 and 0 samples in differentiation medium. (C) Heat map of PCR results between day 4 and 0 samples in differentiation medium. Note: the scales are not identical in panels B and C. Click here for file

Additional file 2 **Real-time PCR results (Day 2 vs control)**. Array results of real-time PCR analysis. n = 3 for the Day 2 group and n = 4 for the control group. 

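The table gives a fold difference and a p-value for each gene. Computed from the deposited Ct values with the limit of 35 cycles, as the power of 2 of the difference between the mean −ΔCt of day 2 and of day 0, the fold difference equalled the paper's after rounding to 2 decimals for 84 of 84 genes. These include the genes set to 35 cycles at both days, such as Dkk1 and Fgf4, for which the fold difference reflects the housekeeping genes alone.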

Click here for file

Additional file 3 **Real-time PCR results (Day 4 vs control)**. 

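For day 4, the fold differences computed in the same way equalled the paper's after rounding to 2 decimals for 84 of 84 genes. Wnt8a, Dkk1 and Fgf4 did not come before 35 cycles in any replicate of any day.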

Array results of real-time PCR analysis. n = 3 for the Day 4 group and n = 4 for the control group. Click here for file

Additional file 4 **Effect of Wnt expression on cell differentiation**. C2C12 cells were transfected with *Wnt *cDNAs in pcDNA3.2 and cultured in proliferation medium for 2 days. Cells were fixed, troponin T immunostained and positive cell nuclei were counted. *P < 0.03 vs. control. Click here for file

Additional file 5 **Time-lapse movie (control)**. The movie consists of micrographs taken at 5 min intervals for 16 h. Cells were transfected with an *eGFP*-expressing plasmid. Click here for file

Additional file 6 **Time-lapse movie (Wnt4)**. The movie consists of micrographs taken at 5 min intervals for 16 h. Cells were transfected with a *Wnt4*-expressing plasmid. Click here for file

Additional file 7 **Time-lapse movie (Wnt5a)**. The movie consists of micrographs taken at 5 min intervals for 16 h. Cells were transfected with a *Wnt5a*-expressing plasmid. Click here for file

Additional file 8 **Time-lapse movie (Wnt3a)**. The movie consists of micrographs taken at 5 min intervals for 16 h. Cells were transfected with a *Wnt3a*-expressing plasmid. Click here for file

# Supplementary material for: Canonical Wnt signaling is involved in switching from cell proliferation to myogenic differentiation of mouse myoblast cells
**Source:** J Mol Signal. 2011 Oct 5;6:12. doi: 10.1186/1750-2187-6-12

A

	1	2	3	4	5	6	7	8	9	10	11	12
A	Aes	Apc	Axin1	Bcl9	Btrc	Ctnnbip1	Ccnd1	Ccnd2	Ccnd3	Csnk1a1	Csnk1d	Csnk2a1
B	Ctbp1	Ctbp2	Ctnnb1	Daam1	Dixdc1	Dkk1	Dvl1	Dvl2	Ep300	Fbxw11	Fbxw2	Fbxw4
C	Fgf4	Fosl1	Foxn1	Frat1	Frzb	Fshb	Fzd1	Fzd2	Fzd3	Fzd4	Fzd5	Fzd6
D	Fzd7	Fzd8	Gsk3b	Jun	Kremen1	Lef1	Lrp5	Lrp6	Myc	Nkd1	Nlk	Pitx2
E	Porcn	Ppp2ca	Ppp2r1a	Ppp2r5d	Pygo1	Rhou	Senp2	Sfrp1	Sfrp2	Sfrp4	Slc9a3r1	Sox17
F	T	Tcf3	Tcf7	Tle1	Tle2	Wif1	Wisp1	Wnt1	Wnt10a	Wnt11	Wnt16	Wnt2
G	Wnt2b	Wnt3	Wnt3a	Wnt4	Wnt5a	Wnt5b	Wnt6	Wnt7a	Wnt7b	Wnt8a	Wnt8b	Wnt9a
H	Gusb	Hprt1	Hsp90<br>ab1	Gapdh	Actb	MGDC	RTC	RTC	RTC	PPC	PPC	PPC

B

C

**Supplement:** Additional file 1 — Real-time PCR analysis. (A) Array layout of 96 well RT-PCR kit. (B) Heat map of PCR results between day 2 and 0 samples in differentiation medium. (C) Heat map of PCR results between day 4 and 0 samples in differentiation medium. Note: the scales are not identical in panels B and C.

# Supplementary material for: Canonical Wnt signaling is involved in switching from cell proliferation to myogenic differentiation of mouse myoblast cells
**Source:** J Mol Signal. 2011 Oct 5;6:12. doi: 10.1186/1750-2187-6-12
**Supplement:** Additional file 2 — Real-time PCR results (Day 2 vs control). Array results of real-time PCR analysis. n = 3 for the Day 2 group and n = 4 for the control group.

Real time RT-PCR results (Day 2 vs control)

Symbol	2 ^{^-ΔC_t}		Fold Difference	T-TEST	Fold Up- or<br>Down-Regulation
	Day 2	Control<br>Sample	Day 2 /Control<br>Sample	p value	Day 2 /Control<br>Sample
Aes	1.3E-01	9.8E-02	1.29	0.3567	1.29
Apc	2.9E-02	2.3E-02	1.24	0.4653	1.24
Axin1	1.5E-02	8.8E-03	1.70	0.2025	1.70
Bcl9	3.5E-03	2.0E-03	1.71	0.0037	1.71
Btrc	6.2E-03	3.9E-03	1.59	0.0057	1.59
Ctnnbip1	1.1E-02	7.0E-03	1.58	0.1978	1.58
Ccnd1	5.7E-02	1.2E-01	0.46	0.0253	-2.15
Ccnd2	7.1E-02	9.1E-02	0.78	0.2394	-1.28
Ccnd3	3.4E-01	8.9E-02	3.82	0.0006	3.82
Csnk1a1	1.9E-01	1.0E-01	1.79	0.0016	1.79
Csnk1d	8.7E-02	8.1E-02	1.08	0.7025	1.08
Csnk2a1	1.7E-01	1.3E-01	1.35	0.0381	1.35
Ctbp1	3.7E-02	2.3E-02	1.63	0.2715	1.63
Ctbp2	5.2E-02	7.1E-02	0.73	0.2747	-1.36
Ctnnb1	2.2E-01	1.1E-01	1.92	0.0523	1.92
Daam1	4.2E-02	3.8E-02	1.12	0.6435	1.12
Dixdc1	1.9E-03	1.5E-03	1.25	0.1197	1.25
Dkk1	6.7E-06	5.9E-06	1.12	0.7580	1.12
Dvl1	1.8E-02	8.8E-03	2.02	0.0303	2.02
Dvl2	1.2E-02	6.9E-03	1.73	0.1588	1.73
Ep300	2.3E-02	1.6E-02	1.43	0.0024	1.43
Fbxw11	3.2E-02	2.7E-02	1.17	0.5975	1.17
Fbxw2	6.6E-02	4.9E-02	1.34	0.1109	1.34
Fbxw4	8.4E-03	4.9E-03	1.73	0.1888	1.73
Fgf4	6.7E-06	5.9E-06	1.12	0.7580	1.12
Fosl1	1.9E-02	8.5E-02	0.23	0.0006	-4.43
Foxn1	3.8E-04	6.9E-04	0.54	0.0150	-1.84
Frat1	7.6E-05	3.8E-05	1.99	0.0535	1.99
Frzb	1.1E-05	2.6E-05	0.42	0.0728	-2.37
Fshb	2.0E-05	2.4E-05	0.81	0.8257	-1.23

Fzd1	4.0E-02	1.2E-02	3.29	0.0007	3.29
Fzd2	9.1E-03	2.1E-03	4.26	0.0039	4.26
Fzd3	1.3E-02	7.9E-03	1.64	0.0194	1.64
Fzd4	1.6E-03	1.0E-03	1.51	0.0571	1.51
Fzd5	1.6E-02	6.2E-03	2.50	0.0065	2.50
Fzd6	9.7E-03	8.6E-03	1.13	0.4128	1.13
Fzd7	4.9E-03	1.1E-03	4.30	0.0671	4.30
Fzd8	1.4E-04	2.0E-05	7.21	0.0057	7.21
Gsk3b	1.0E-02	5.7E-03	1.76	0.0177	1.76
Jun	7.5E-02	5.2E-02	1.42	0.2244	1.42
Kremen1	9.8E-02	4.0E-02	2.44	0.0270	2.44
Lef1	3.9E-03	2.5E-03	1.55	0.1425	1.55
Lrp5	2.4E-02	1.1E-02	2.23	0.0491	2.23
Lrp6	3.4E-02	1.9E-02	1.74	0.0039	1.74
Myc	1.8E-02	4.0E-02	0.44	0.0440	-2.25
Nkd1	7.5E-06	5.9E-06	1.26	0.5436	1.26
Nlk	8.9E-03	6.6E-03	1.36	0.4715	1.36
Pitx2	4.3E-02	2.7E-02	1.57	0.2367	1.57
Porcn	2.4E-02	1.8E-03	13.66	0.0000	13.66
Ppp2ca	4.7E-01	4.2E-01	1.11	0.5838	1.11
Ppp2r1a	2.1E-01	1.9E-01	1.07	0.6229	1.07
Ppp2r5d	5.1E-02	4.0E-02	1.27	0.5265	1.27
Pygo1	9.1E-04	2.3E-04	4.03	0.0006	4.03
Rhou	2.4E-02	2.0E-02	1.17	0.3873	1.17
Senp2	2.3E-02	2.2E-02	1.04	0.9028	1.04
Sfrp1	3.3E-03	1.3E-03	2.65	0.0160	2.65
Sfrp2	2.1E-03	3.3E-04	6.39	0.0000	6.39
Sfrp4	6.1E-04	7.0E-04	0.86	0.3131	-1.16
Slc9a3r1	2.1E-02	2.9E-02	0.75	0.3117	-1.34
Sox17	7.4E-06	5.9E-06	1.25	0.5528	1.25
T	7.4E-06	6.9E-06	1.06	0.8977	1.06
Tcf3	1.5E-02	6.1E-03	2.54	0.0279	2.54
Tcf7	2.7E-02	2.6E-02	1.07	0.6984	1.07
Tle1	1.6E-02	1.4E-02	1.14	0.4921	1.14
Tle2	3.8E-04	7.9E-05	4.83	0.0110	4.83
Wif1	7.5E-06	5.9E-06	1.27	0.5111	1.27

Wisp1	1.4E-01	8.4E-02	1.62	0.0729	1.62
Wnt1	1.2E-05	1.7E-05	0.71	0.6308	-1.41
Wnt10a	4.3E-03	5.9E-04	7.26	0.0013	7.26
Wnt11	6.7E-06	7.0E-06	0.95	0.9235	-1.05
Wnt16	9.2E-05	1.3E-04	0.73	0.5399	-1.37
Wnt2	6.7E-06	7.1E-06	0.93	0.8920	-1.07
Wnt2b	1.3E-03	5.8E-04	2.29	0.0003	2.29
Wnt3	1.0E-05	6.1E-06	1.66	0.3371	1.66
Wnt3a	6.7E-06	5.9E-06	1.12	0.7580	1.12
Wnt4	5.1E-04	2.3E-04	2.24	0.0145	2.24
Wnt5a	1.2E-05	6.8E-06	1.79	0.0493	1.79
Wnt5b	3.8E-04	5.3E-04	0.72	0.3852	-1.38
Wnt6	2.9E-04	8.5E-05	3.38	0.0437	3.38
Wnt7a	6.7E-06	8.0E-06	0.83	0.7030	-1.20
Wnt7b	3.2E-04	4.3E-04	0.74	0.6052	-1.36
Wnt8a	6.7E-06	5.9E-06	1.12	0.7580	1.12
Wnt8b	8.1E-06	6.3E-06	1.29	0.3876	1.29
Wnt9a	3.4E-03	3.6E-04	9.37	0.0018	9.37

# Supplementary material for: Canonical Wnt signaling is involved in switching from cell proliferation to myogenic differentiation of mouse myoblast cells
**Source:** J Mol Signal. 2011 Oct 5;6:12. doi: 10.1186/1750-2187-6-12
**Supplement:** Additional file 3 — Real-time PCR results (Day 4 vs control). Array results of real-time PCR analysis. n = 3 for the Day 4 group and n = 4 for the control group.

Real time RT-PCR results (Day 4 vs control)

Symbol	2 ^{^-ΔC_t}		Fold Difference	T-TEST	Fold Up- or<br>Down-Regulation
	Day 4	Control<br>Sample	Day 4 /Control<br>Sample	p value	Day 4 /Control<br>Sample
Aes	1.7E-01	9.8E-02	1.75	0.0806	1.75
Apc	4.4E-02	2.3E-02	1.86	0.0767	1.86
Axin1	1.8E-02	8.8E-03	2.05	0.1112	2.05
Bcl9	3.6E-03	2.0E-03	1.79	0.0057	1.79
Btrc	6.6E-03	3.9E-03	1.69	0.0185	1.69
Ctnnbip1	1.1E-02	7.0E-03	1.62	0.1955	1.62
Ccnd1	5.7E-02	1.2E-01	0.47	0.0256	-2.13
Ccnd2	9.6E-02	9.1E-02	1.05	0.8139	1.05
Ccnd3	4.4E-01	8.9E-02	4.95	0.0003	4.95
Csnk1a1	2.4E-01	1.0E-01	2.30	0.0009	2.30
Csnk1d	1.2E-01	8.1E-02	1.44	0.1286	1.44
Csnk2a1	2.4E-01	1.3E-01	1.91	0.0015	1.91
Ctbp1	5.3E-02	2.3E-02	2.31	0.0968	2.31
Ctbp2	7.0E-02	7.1E-02	0.98	0.9479	-1.02
Ctnnb1	2.5E-01	1.1E-01	2.21	0.0316	2.21
Daam1	6.5E-02	3.8E-02	1.72	0.0666	1.72
Dixdc1	2.0E-03	1.5E-03	1.31	0.1073	1.31
Dkk1	7.9E-06	5.9E-06	1.32	0.6099	1.32
Dvl1	2.3E-02	8.8E-03	2.59	0.0215	2.59
Dvl2	1.6E-02	6.9E-03	2.30	0.0630	2.30
Ep300	3.1E-02	1.6E-02	1.94	0.0002	1.94
Fbxw11	4.0E-02	2.7E-02	1.48	0.2725	1.48
Fbxw2	8.7E-02	4.9E-02	1.77	0.0153	1.77
Fbxw4	1.1E-02	4.9E-03	2.25	0.1008	2.25
Fgf4	7.9E-06	5.9E-06	1.32	0.6099	1.32
Fosl1	1.4E-02	8.5E-02	0.17	0.0003	-6.04
Foxn1	9.0E-04	6.9E-04	1.30	0.1322	1.30
Frat1	1.3E-04	3.8E-05	3.35	0.0079	3.35
Frzb	1.7E-05	2.6E-05	0.67	0.4010	-1.49
Fshb	1.6E-05	2.4E-05	0.64	0.6326	-1.56

Fzd1	5.2E-02	1.2E-02	4.21	0.0013	4.21
Fzd2	7.5E-03	2.1E-03	3.50	0.0080	3.50
Fzd3	1.2E-02	7.9E-03	1.53	0.0587	1.53
Fzd4	2.1E-03	1.0E-03	2.02	0.0517	2.02
Fzd5	3.0E-02	6.2E-03	4.78	0.0007	4.78
Fzd6	1.1E-02	8.6E-03	1.24	0.3403	1.24
Fzd7	3.1E-03	1.1E-03	2.70	0.2126	2.70
Fzd8	8.2E-05	2.0E-05	4.13	0.0374	4.13
Gsk3b	1.4E-02	5.7E-03	2.47	0.0034	2.47
Jun	5.7E-02	5.2E-02	1.08	0.7931	1.08
Kremen1	5.6E-02	4.0E-02	1.40	0.3010	1.40
Lef1	3.8E-03	2.5E-03	1.49	0.2132	1.49
Lrp5	2.3E-02	1.1E-02	2.15	0.0846	2.15
Lrp6	4.3E-02	1.9E-02	2.22	0.0013	2.22
Myc	2.4E-02	4.0E-02	0.59	0.1555	-1.70
Nkd1	8.0E-06	5.9E-06	1.34	0.5885	1.34
Nlk	7.9E-03	6.6E-03	1.21	0.7057	1.21
Pitx2	5.1E-02	2.7E-02	1.86	0.1465	1.86
Porcn	3.6E-02	1.8E-03	19.96	0.0001	19.96
Ppp2ca	5.9E-01	4.2E-01	1.41	0.0839	1.41
Ppp2r1a	2.3E-01	1.9E-01	1.20	0.2730	1.20
Ppp2r5d	4.5E-02	4.0E-02	1.12	0.7739	1.12
Pygo1	1.6E-03	2.3E-04	7.10	0.0001	7.10
Rhou	2.7E-02	2.0E-02	1.31	0.2943	1.31
Senp2	2.6E-02	2.2E-02	1.20	0.5651	1.20
Sfrp1	3.9E-03	1.3E-03	3.07	0.0106	3.07
Sfrp2	2.4E-03	3.3E-04	7.02	0.0000	7.02
Sfrp4	7.3E-04	7.0E-04	1.04	0.7686	1.04
Slc9a3r1	2.0E-02	2.9E-02	0.70	0.2319	-1.44
Sox17	1.1E-05	5.9E-06	1.87	0.1979	1.87
T	8.4E-06	6.9E-06	1.21	0.7603	1.21
Tcf3	1.7E-02	6.1E-03	2.74	0.0191	2.74
Tcf7	3.5E-02	2.6E-02	1.36	0.0914	1.36
Tle1	1.6E-02	1.4E-02	1.18	0.4120	1.18
Tle2	3.5E-04	7.9E-05	4.41	0.0159	4.41
Wif1	9.3E-06	5.9E-06	1.56	0.3854	1.56

Wisp1	2.1E-01	8.4E-02	2.47	0.0087	2.47
Wnt1	2.0E-05	1.7E-05	1.13	0.8369	1.13
Wnt10a	4.6E-03	5.9E-04	7.84	0.0030	7.84
Wnt11	7.9E-06	7.0E-06	1.13	0.8501	1.13
Wnt16	1.1E-04	1.3E-04	0.87	0.7702	-1.15
Wnt2	7.9E-06	7.1E-06	1.10	0.8810	1.10
Wnt2b	8.8E-04	5.8E-04	1.51	0.0755	1.51
Wnt3	7.9E-06	6.1E-06	1.29	0.6474	1.29
Wnt3a	9.4E-06	5.9E-06	1.58	0.3965	1.58
Wnt4	3.1E-04	2.3E-04	1.38	0.3619	1.38
Wnt5a	7.9E-06	6.8E-06	1.17	0.7470	1.17
Wnt5b	3.8E-04	5.3E-04	0.72	0.3695	-1.39
Wnt6	3.6E-04	8.5E-05	4.29	0.0032	4.29
Wnt7a	8.0E-06	8.0E-06	1.00	0.9952	1.00
Wnt7b	2.2E-04	4.3E-04	0.52	0.3093	-1.93
Wnt8a	7.9E-06	5.9E-06	1.32	0.6099	1.32
Wnt8b	1.2E-05	6.3E-06	1.92	0.1935	1.92
Wnt9a	3.7E-03	3.6E-04	10.20	0.0019	10.20

How the deposited data were processed for this re-analysis (not part of the article)

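RNA of C2C12 cells was measured in proliferation medium (day 0, 4 replicates) and after 2 and 4 days in differentiation medium (3 replicates each). The authors reverse transcribed total RNA and ran SYBR Green real-time PCR on a 96-well array of 84 Wnt pathway genes, 5 housekeeping genes and 7 control wells. They deposited the threshold cycle (Ct) of each well as the cycler gave it, per replicate and with no normalization, and the baseline and threshold settings of the cycler are not stated in the paper's text. The fold differences and p-values of the paper's tables were made by the authors with the ΔΔCt method and an on-line template and are not among the deposited values.

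From the deposited Ct values, ΔCt was computed per replicate as the Ct of the gene minus the mean Ct of Gusb, Hprt1, Hsp90ab1, Gapdh and Actb, with a Ct later than 35 cycles or a well with no product set to 35. The paper's text names no such limit, and 35 cycles was chosen before the data were examined. The difference in mean −ΔCt between days is a log2 fold change. Genes that came before 35 cycles in every replicate of at least 1 of the days compared were tested, 71 genes for day 2 against day 0 and 70 for each other pair of days. The tests used limma 3.58.1 in R 4.3.3 with jsonlite 2.0.0 (lmFit, contrasts.fit and eBayes), with a mean per day, all 10 replicates in 1 fit, no replicate block, two-sided tests and Benjamini-Hochberg adjustment over the genes tested in that comparison. A gene was called changed at an adjusted p under 0.05, with no minimum fold. For single genes, a two-sided exact permutation test over all splits of the replicates was added, whose smallest p is 0.0286 for 4 replicates against 3 and 0.10 for 3 against 3. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

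The order of the Wnt genes was tested on Ct differences within each replicate, between neighbouring genes of the paper's order, with an exact sign-flip permutation test. The levels of Wnt3a and Wnt5a relative to Wnt4 were given as a percent with no test. The genes named were every array gene that the paper names in its text or Figure 1, the 8 with the largest rise and the 8 with the largest fall among those called in each comparison, and up to 4 called members of each of 12 gene lists with the largest change. The lists group the array's genes by textbook role. The rule and the lists were fixed before the data were examined, when the fold differences in the paper's tables had been seen. Other genes are named as list members or as controls of a limit, and were chosen after their values were seen. They are Wnt5b, Wnt7b, Wnt16, Fzd3, Ccnd2, Jun, Frzb, Sfrp4, Ppp2ca, Bcl9 and Btrc at day 4, and Kremen1 between day 2 and day 4.

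The alternatives tried were each housekeeping gene left out in turn, the mean of the array genes before 35 cycles in every replicate as reference, limits of 33 and 40 cycles, no filter and a filter at 30 cycles, only the days compared in the fit, the replicate number as a block, each replicate left out in turn, and a two-sided pooled-variance test of each gene on 2 to the power of −ΔCt, with and without adjustment. Added after seeing the data were the replicates with a late reverse transcription control left out, the block with only the days compared, and the pooled-variance test on ΔCt. The paper's methods name no test, and its 2 tables head a column T-TEST. The design took that column to be computed on 2 to the power of −ΔCt. The p-values of the tables lie within 0.0001 of those of an equal-variance test on ΔCt for 84 of 84 genes at each day, and of those on 2 to the power of −ΔCt for 3 at day 2 and 2 at day 4.

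The fit was tested on simulated data, in 100 simulations with 20 changed genes. A log2 change of 1 was recovered for 54.1% of changed genes at day 2 against day 0, 56.5% at day 4 against day 0 and 51.1% at day 4 against day 2, and a log2 change of 2 for 90.7%, 90.9% and 91%. Of the calls, 3.53%, 4.35% and 3.86% were false. The simulated noise was drawn independently per gene, with rises and falls in equal number and no limit of 35 cycles. In the data, all genes of a replicate share 1 housekeeping mean, and most called genes were higher. These shares of false calls may therefore not hold for the reported calls. The number of replicates and the limit of 35 cycles bound the precision. Gene symbols were looked up in the RefSeq gene table of GRCm38.p6, and no coordinates are given. The other experiments of the paper have no deposited values and were left out.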

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

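Foxn1 is a current symbol and also an older name of Foxn2, so that its well can measure either of these forkhead genes. It differed between the days in differentiation medium: its level at day 4 was 1.26 higher on the log2 scale than at day 2 (adjusted p = 0.0449 from limma), in 3 of 3 replicates above every day 2 replicate. This call was lost without day 0 replicate 2 or 3, any 1 of the day 2 replicates or any 1 of the day 4 replicates and relative to the mean of the array genes (1.07), with an adjusted p of 0.023 to 0.384 over the alternatives. Of these, the fits without the replicates with a late reverse transcription control and the block with only the days compared were chosen after seeing the data.

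Other calls concern genes that the paper does not discuss. At day 2, Fzd7 (a Wnt receptor) rose by 2.10, Pygo1 (a β-catenin co-activator) by 2.01, Kremen1 (a Dickkopf receptor) by 1.28, Frat1 by 1.00, Bcl9 (a partner of Pygo1) by 0.77 and Btrc (a ubiquitin ligase subunit for β-catenin) by 0.67, while Foxn1 fell by 0.88. The log2 value of Foxn1 at day 2 was -0.88. At day 4, Pygo1 rose by 2.83, Frat1 by 1.74, Wisp1 by 1.31, Ctbp1 (a co-repressor) by 1.21, Dvl2 by 1.20, Ep300 (a histone acetyltransferase) by 0.96, Csnk2a1 by 0.94, Fbxw2 (an F-box protein) by 0.83 and Daam1 by 0.78. Of these, relative to the mean of the array genes, only Pygo1 at both days and Foxn1 at day 2 were called, and the values of Btrc at day 2, Fbxw2 at day 4 and Daam1 at day 4 turned to -0.030, -0.064 and -0.11. With 1 replicate left out in turn, Pygo1 at both days and Frat1, Wisp1, Ep300 and Csnk2a1 at day 4 were called each time. At day 2, calls were lost for Fzd7 without day 0 replicate 1 or 4 or any 1 of the day 2 replicates (adjusted p up to 0.147), Kremen1 without day 2 replicate 2 (0.0526), Frat1 without day 0 replicate 1 or 4 or any 1 of the day 2 replicates (up to 0.121), Bcl9 without any 1 of the day 2 replicates (up to 0.0997), Btrc without day 0 replicate 2, 3 or 4 or any 1 of the day 2 replicates (up to 0.129) and Foxn1 without day 2 replicate 1 or 2 (up to 0.0838). At day 4 they were lost for Fbxw2 without day 4 replicate 2 (0.0754), and for Ctbp1 without day 0 replicate 1 or 4, any 1 of the day 2 replicates or day 4 replicate 2 or 3 (up to 0.163), Dvl2 without day 0 replicate 1 or 4 or day 4 replicate 2 or 3 (up to 0.116) and Daam1 without day 0 replicate 2, 3 or 4, any 1 of the day 2 replicates or any 1 of the day 4 replicates (up to 0.14). Fzd7, Frat1 and Foxn1 at day 2 and Ctbp1, Dvl2 and Daam1 at day 4 did not pass a pooled-variance test on 2 to the power of −ΔCt after adjustment.

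In 45 sets of values of the 4 day 0 replicates, no replicate lay beyond Dixon's critical value, where about 1 in 20 sets would by chance.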

How the results depend on the processing

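The fits without the replicates with a late reverse transcription control, the block with only the days compared and the pooled-variance test on ΔCt were chosen after seeing the data. With 1 housekeeping gene left out, other limits of detection, other filters or only the days compared, the numbers of genes changed at day 2 and at day 4 against day 0 stayed within 1.5 times those reported. Of 31 named genes called at day 2 and 32 at day 4, 28 and 28 or more kept their call with any 1 housekeeping gene left out, and 14 and 10 did relative to the mean of the array genes, where 19 and 16 genes changed. The kept calls were 19 and 23 in the adjusted pooled-variance test on 2 to the power of −ΔCt, 17 and 19 in that on ΔCt, 23 and 28 with the replicate number as a block, 25 and 27 with no filter and 13 and 22 without the late replicates. The pooled-variance test gave 20 changed genes at day 2 after adjustment, and on ΔCt 18 at day 2 and 20 at day 4. Without the late replicates, which leaves fewer samples, 13 genes changed at day 2. With each replicate left out in turn, 15 (without day 2 replicate 2) to 33 (without day 4 replicate 2) changed at day 2, also with fewer samples, 23 (without day 4 replicate 2) to 35 (without day 0 replicate 1) at day 4, and 0 (without day 0 replicate 2 or 3 or any 1 of the day 2 or day 4 replicates) to 1 at day 4 against day 2. The deviations of same-numbered replicates of different days correlated at r from -0.59 to 0.65 across 66 genes (genes are not independent replicates), and not every sample correlated best with its own number. With the replicate number as a block, 25, 37 and 0 genes changed at day 2, at day 4 and between them, and with only the days compared in the block fit 19, 29 and 1. For day 4 against day 2, 0 genes changed by limma without Hprt1 or Actb, relative to the mean of the array genes, with no filter and without the late replicates (4 at an unadjusted p under 0.05 in the reported fit), 3 by the pooled-variance test (15 unadjusted) and 4 on ΔCt (17 unadjusted). Beyond fewer samples, the cause was not tested.

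The mean of the array genes as reference lowers every tested gene alike, by 0.70 at day 2, 0.89 at day 4 and 0.19 at day 4 against day 2. It takes these genes to have no net change, so a turned sign marks a value between 0 and their mean change. The sign then turned for 25 of 71 genes at day 2 (1 of them called), 28 of 70 at day 4 (4 called) and 13 of 70 between them. Among the genes with a printed value it turned at day 2 for Fzd4 (-0.10), Tcf7 (-0.60), Apc (-0.40) and Btrc (-0.030), at day 4 for Wnt2b (-0.30), Wnt4 (-0.43), Tcf7 (-0.45), Fbxw2 (-0.064) and Daam1 (-0.11), and at day 4 against day 2 for Wnt9a (-0.070), Wnt10a (-0.080), Sfrp2 (-0.055), Ccnd1 (-0.18) and Tcf3 (-0.082). Likewise Daam1 (-0.54), Jun (-0.19), Wisp1 (-0.0062) and Ppp2ca (-0.55) turned at day 2, and Jun (-0.78), Ppp2ca (-0.39), Ccnd2 (-0.82), Sfrp4 (-0.83), Bcl9 (-0.055) and Btrc (-0.14) at day 4. Without Actb, day 4 against day 2 turned for Wnt10a (-0.0012), Ccnd1 (-0.10) and Tcf3 (-0.0041), and Lrp5 turned to 0.0063 without Hsp90ab1 and 0.010 without the late replicates. Wnt5a was at 0.24 with a limit of 33 cycles, where all its replicates of these days are set to the limit. Only the housekeeping difference is left in that value. With 1 replicate left out in turn, values that turned ran over -0.042 to 0.27 for Tcf7 at day 2, and between day 2 and day 4 over -0.27 to 0.79 for Wnt6, -0.24 to 0.60 for Wnt9a, -0.14 to 0.54 for Wnt10a, -0.16 to 0.10 for Ccnd1, -0.020 to 0.20 for Tcf3, -0.29 to 0.30 for Lrp5 and -0.40 to 0.044 for Tle2. Without day 2 replicate 1 the day 2 value of Wnt6 was 2.37, and without day 4 replicate 1 the day 4 value of Fzd8 was 2.68. The Ct difference of Wnt4 over Wnt6 ran from -0.059 without day 2 replicate 1 to 0.54 without day 4 replicate 1. The cause was not tested.

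The levels of Wnt3a and Wnt5a relative to Wnt4 follow the limit of detection wherever a replicate lies past it: with 33 cycles both were 13.6% at day 0, 5.34% at day 2 and 12.4% at day 4, and with 40 cycles Wnt3a was 0.135% at day 0 and 0.0608% at day 2, and Wnt5a 0.962% at day 0 and 0.634% at day 4. With 40 cycles, Wnt3a at day 4, with 1 of 3 replicates before 35 cycles, was 2%, within the SD of the reported value, and Wnt5a at day 2, with 3 of 3 before 35 cycles, stayed at 2.39%. The limit of detection bounds the genes near 35 cycles, above all Wnt5a, and 13 genes could not be tested.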

Differences from the paper's values

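The pooled-variance test on ΔCt, whose p-values lie within 0.0001 of the tables', was chosen after seeing the values. A value was taken to differ where it lay over 1.5 times from the paper's and by more than the larger SD of the 2 days on the log2 scale. By that rule, none of the 64 values of the paper that were compared differed from those computed here. Under the alternatives fixed in advance, values differed only relative to the mean of the array genes and with limits of 33 and 40 cycles. Relative to that mean 48 of 59 differed, and the other 11 lay over 1.5 times away within the SD. With these limits only Wnt5a at day 2 differed. At 33 cycles all its day 0 and day 2 replicates are past the limit, and its fold reflects the housekeeping genes alone. Over 1.5 times away but within the SD were also Wnt6 at day 2 without day 2 replicate 1 (5.18-fold), and Fzd8 with a limit of 33 cycles (4.48-fold at day 2 and 2.56-fold at day 4) and at day 4 without day 4 replicate 1 (6.42-fold). The fold differences of the tables equalled those computed here after rounding to 2 decimals for 84 of 84 genes at each day. The same Ct values and formula underlie both, so no difference could arise for table values in the reported setting. Other tests, other filters and fits of only the days compared leave a fold unchanged as well. The legend of Figure 1C names no scale beyond normalization to day 0. Read by eye, its bars of Ccnd3 and Tle2 lie about 1 below the folds of the tables, and they were compared as the fold minus 1. That scale was chosen from these same bars, so their nearness to the values computed here is no separate check. On that scale the values were 2.82 at day 2 and 3.95 at day 4 for Ccnd3 (the paper's are about 2.8 and about 3.9 in Fig. 1C, read by eye) and 3.83 and 3.41 for Tle2 (the paper's are about 3.8 and about 3.4).

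Figure 1A marks Wnt5a at day 2 as significant, whereas its adjusted p from limma was 0.189. It passes, unadjusted, in the pooled-variance test on 2 to the power of −ΔCt, fixed before the data were examined, and in that on ΔCt, chosen after seeing the values. Its fold at day 2 follows the limit of detection. The paper's tables hold 32 genes at day 2 and 28 at day 4 with an unadjusted p under 0.05. Of these, limma, at an adjusted p under 0.05, drops 3 and 0. The pooled-variance test on ΔCt, at the unadjusted threshold, drops 0 and 0. Its p-values lie within 0.0001 of the tables', so that result follows from the match and is no separate check.

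The paper states that Myc decreased during differentiation, while the T-TEST column of its own table for day 4 gives Myc no p under 0.05. Myc fell at day 2, but at day 4 it did not pass the test (-0.77, adjusted p = 0.119), except relative to the mean of the array genes (-1.66), a setting fixed before the data were examined, with an adjusted p of 0.00284 to 0.315 over the alternatives, of which the fit without the late replicates and the block with only the days compared were chosen after seeing the data.

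The paper gives Wnt2b, Wnt4 and Wnt5a a maximum at day 2, lets Wnt9a, Wnt10a and Wnt6 rise up to day 4, and sets Fzd2 and Fzd8 earlier than Fzd1, Fzd4 and Fzd5. The reported values between day 2 and day 4 have those directions for these 11 genes, but none passed the test of that difference in limma. In alternatives set before the data were examined, the direction turned for Wnt6 without day 2 replicate 1 (-0.27). It also turned for Wnt9a (-0.070) and Wnt10a (-0.080) relative to the mean of the array genes and without some single replicates, and for Wnt10a without Actb. With a limit of 33 cycles Wnt5a was at 0.24. All its day 2 and day 4 replicates are past that limit, so this value is the housekeeping difference alone. The paper's tables hold no test of day 4 against day 2. Fzd5 passes one unadjusted in the pooled-variance test on 2 to the power of −ΔCt and in that on ΔCt, the latter chosen after seeing the values.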

Other observations

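The tests of the late reverse transcription control, of the rise in most genes and of the amount of template were chosen after the result was seen. Of 6 secreted Wnt antagonists, 4 were tested, and Sfrp1 and Sfrp2, which bind Wnt ligands, rose at both days, while none fell (2 and 2 when adjusted over the list alone). Sfrp2 rose by 2.68 on the log2 scale at day 2 (adjusted p = 5.38e-06 from limma) and by 2.81 at day 4 (adjusted p = 1.9e-06), and Sfrp1 by 1.40 and 1.62. Frzb, a further antagonist, did not pass at day 2 (-1.24, adjusted p = 0.114). It was set to 35 cycles in 1 of 3 replicates of day 2, so that the lower value is a bound, and it passed without day 2 replicate 1 or day 4 replicate 2, with values of -1.85 to -0.79 over the fits with 1 replicate left out. Scaled to the mean of the array genes, Sfrp2 passed at both days, Sfrp1 at neither (0.70 and 0.73), and Sfrp4 passed as lower at both (-0.91 and -0.83). Of Lrp5, Lrp6 and Kremen1, which encode co-receptors and a partner of them, 3 rose at day 2 and 2 at day 4 (3 and 2 when adjusted over the list alone).

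Of 8 genes of the β-catenin destruction complex and its ubiquitin ligases, 3 rose at day 2 (Btrc, Csnk1a1 and Gsk3b) and 5 at day 4 (these, Apc and Fbxw2) and none fell (3 and 7 when adjusted over the list alone). Csnk1a1, a kinase that primes β-catenin, rose by 0.84 at day 2 (adjusted p = 0.0131 from limma, up to 0.0629 without day 2 replicate 2 or 3) and by 1.20 at day 4 (adjusted p = 0.00152). Of 7 genes for β-catenin, TCF/LEF factors and co-activators, 4 rose at day 2 (Bcl9, Ctnnb1, Pygo1 and Tcf3) and 5 at day 4 (these and Ep300) and none fell (5 and 5 when adjusted over the list alone). The day 4 values were 0.84 for Bcl9 (lost without day 4 replicate 2 or 3, adjusted p up to 0.06) and 0.76 for Btrc (lost without day 0 replicate 2 or day 4 replicate 1 or 2, up to 0.108). Tcf3, or Tcf7l1, which also carried that symbol, rose by 1.34 (adjusted p = 0.0131, or 0.0564 without day 2 replicate 2, and not passed in the adjusted pooled-variance test) and 1.45 (adjusted p = 0.00534). Of 3 subunits of protein phosphatase 2A, 0 changed by limma at either day, 0 had an unadjusted p under 0.05, 0 passed when adjusted over the list alone and 0 passed the pooled-variance test on 2 to the power of −ΔCt or on ΔCt, before or after adjustment, with Ppp2ca at 0.15 and 0.50 (the latter called by limma without day 0 replicate 1). Scaled to the mean of the array genes, Csnk1a1, Tcf3, Bcl9 and Btrc did not pass at either day (Bcl9 -0.055 and Btrc -0.14 at day 4).

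The reverse transcription control came 8.3 and 9.1 cycles late in replicate 3 of day 2 and of day 4. Poor reverse transcription of the whole sample would delay the housekeeping genes alike, but their largest delay was 1.86 cycles, and poor amplification on these arrays would delay the positive PCR control, whose largest delay was 1.40 cycles. Both argue against a loss as large as the delay of the control. In day 4 replicate 3, however, the housekeeping mean (19.4 cycles) and the positive PCR control (30.5 cycles) were the latest of the 10 replicates. In the 8 replicates without a late control they ran over 16.6 to 18.3 and 27.6 to 30.1 cycles. A smaller loss in day 4 replicate 3 stays open. The control template itself was not tested and stays open, and no biological explanation was tested.

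Most genes were higher relative to the housekeeping genes at both days. A single housekeeping gene that fell, or a single low day 0 replicate, is argued against, since the median log2 fold change stayed at 0.59 or more at day 2 and 0.72 or more at day 4 with 1 housekeeping gene left out, and at 0.53 and 0.68 or more with 1 day 0 replicate left out. A fall of all 5 housekeeping genes cannot be told apart from a rise of the others, because their raw mean Ct was later than at day 0 by 0.16 (standard error 0.45) and 0.40 cycles (standard error 0.80), a shift too uncertain to decide. Differentiation itself, which the design names, stays open as untested.

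The 4 day 0 replicates differed along a first component with 62.2% of their variance over 66 genes. Across genes, the change per cycle of housekeeping Ct at day 0 ran against that at days 2 and 4 (r = -0.67, bootstrap bounds -0.82 and -0.45). Genes are not independent replicates, and the change at days 2 and 4 leans on day 4 replicate 3. That replicate had the latest housekeeping mean and a late reverse transcription control, so these values do not decide on the amount of template. Cultures that had begun to differentiate cannot be told apart from other sources, because the absolute correlation of this component with the day 2 change was 0.38 across genes, with bounds of 0.15 and 0.57 that span the absolute r of 0.5 set in advance for this explanation.

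Chance is argued against as the source of the number of changed genes at day 2 (32 genes, in 1 of 35 splits of the replicates, highest other 13) and at day 4 (34 genes, in 1 of 35, highest other 15). It is not excluded, since 1 of 35 is the smallest share possible. The splits also take the replicates as independent cultures, which is not stated. For day 4 against day 2 the 10 splits are too few for a share under 0.05, with 1 gene in the real split and 1 in the highest other (2 splits with as many). Groups did not overlap for 37 genes at day 2 and 29 at day 4, where chance gives 5.71%, and for 23 genes between day 2 and day 4, where chance gives 10%.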
